# IFN-γ Producing Th1 Cells Induce Different Transcriptional Profiles in Microglia and Astrocytes

**DOI:** 10.3389/fncel.2018.00352

**Published:** 2018-10-10

**Authors:** Chittappen K. Prajeeth, Oliver Dittrich-Breiholz, Steven R. Talbot, Philippe A. Robert, Jochen Huehn, Martin Stangel

**Keywords:** microglia, astrocytes, Th1 cells, cytokines, interferon-γ

## Abstract

Autoreactive T cells that infiltrate into the central nervous system (CNS) are believed to have a significant role in mediating the pathology of neuroinflammatory diseases like multiple sclerosis. Their interaction with microglia and astrocytes in the CNS is crucial for the regulation of neuroinflammatory processes. Our previous work demonstrated that effectors secreted by Th1 and Th17 cells have different capacities to influence the phenotype and function of glial cells. We have shown that Th1-derived effectors altered the phenotype and function of both microglia and astrocytes whereas Th17-derived effectors induced direct effects only on astrocytes but not on microglia. Here we investigated if effector molecules associated with IFN-γ producing Th1 cells induced different gene expression profiles in microglia and astrocytes. We performed a microarray analysis of RNA isolated from microglia and astrocytes treated with medium and Th-derived culture supernatants and compared the gene expression data. By using the criteria of 2-fold change and a false discovery rate of 0.01 (corrected *p* < 0.01), we demonstrated that a total of 2,106 and 1,594 genes were differentially regulated in microglia and astrocytes, respectively, in response to Th1-derived factors. We observed that Th1-derived effectors induce distinct transcriptional changes in microglia and astrocytes in addition to commonly regulated transcripts. These distinct transcriptional changes regulate peculiar physiological functions, and this knowledge can help to better understand T cell mediated neuropathologies.

## Introduction

Under physiological conditions the CNS is inaccessible to T cells and other peripheral immune cells. Nevertheless, to minimize the potential risk from invading pathogens, surveillance of distinct anatomical sites of the CNS by T cells is a common phenomenon. Although activation of T cells in response to invading pathogens can help in the resolution of infection, ensuing neuroinflammation can be highly deleterious (Klein and Hunter, 2017). This is also the case in certain neurological autoimmune diseases, where activation of autoreactive T cells can cause irreversible neural tissue damage (Goverman, 2009; Fletcher et al., 2010). Therefore, control of T cell entry and activation is vital to regulate protective and pathological responses within the CNS. While the compact blood brain barrier (BBB) restricts the entry of the T cells into the CNS, their activation is regulated by resident glial cells such as microglia and astrocytes.

Under steady-state conditions, microglia, and astrocytes are key regulators of neural homeostasis owing to their more neurotrophic and less pro-inflammatory properties (Colonna and Butovsky, 2017; Liu et al., 2017). Nevertheless, under pathological conditions induced by trauma, infection or infiltration of autoimmune cells this balance is disturbed, leading to their activation and hence altering their phenotype and function which is either beneficial or destructive. It is believed that in disorders such as multiple sclerosis (MS), autoreactive CD4^+^ T helper cell subsets directed against neural tissue antigens find their way into the CNS through leaky BBB (Fletcher et al., 2010; Sallusto et al., 2012). The knowledge gained from *in vitro* studies and from animal models such as experimental autoimmune encephalomyelitis (EAE) suggests that effector T helper cells provide factors that induce a pro-inflammatory phenotype to microglia and astrocytes, and this step is crucial in driving the neuropathology of MS (McQuillan et al., 2010; Murphy et al., 2010; Prajeeth et al., 2014, 2017, 2018; Lassmann and Bradl, 2017). Among CD4^+^ T helper cells, interferon-γ (IFN-γ)-producing Th1 and interleukin-17 (IL-17)-producing Th17 cells are key players in MS pathogenesis. Our previous work has demonstrated that effector molecules secreted from Th1 and Th17 cells act on distinct targets within the CNS. We have shown that effector molecules released by Th1 cells activate both microglia and astrocytes, whereas Th17-derived effector molecules directly activate only astrocytes and not microglia (Prajeeth et al., 2014, 2017). The reason for this is still unclear. However, it is believed that astrocytes are better equipped with the machinery to respond to Th17-derived effector molecules (Kang et al., 2010).

Microglia and astrocytes are associated with diverse functions within the CNS and they can both drive neuroinflammation with a varying degree of severity. It is known that Th1 effectors can induce a proinflammatory response both in microglia and astrocytes (McQuillan et al., 2010; Prajeeth et al., 2014, 2017). However, it is poorly understood if factors released by Th1 cells have any other distinct influence on the function of microglia and astrocytes. In this study we compared the differentially expressed genes (DEGs) of microglia and astrocytes after stimulation with Th1-derived supernatants to get a better understanding of the functional changes induced by Th1-derived effector molecules.

## Methods

### Ethics statement

C57BL/6 mice were housed and bred under specific-pathogen-free conditions in the central animal facility of Hannover Medical School (MHH), Hannover, Germany. All research and animal care procedures were approved by the Review Board of the care for Animals Subjects of the district government (Lower Saxony, Germany) and performed according to international guidelines on the use of laboratory animals (Nicklas et al., 2002).

### *In vitro* differentiation of Th1 cells

Naïve CD4^+^CD25^−^ cells from C57BL/6 mice were differentiated *in vitro* into Th1 cells as previously described (Prajeeth et al., 2014) with slight modifications. Briefly, after enrichment of CD4^+^ T cells from spleen and lymph nodes using CD4^+^ T cell enrichment kit (BD biosciences) naïve CD4^+^CD62L^hi^CD25^−^ cells were sort purified using MoFlo (Beckman- Coulter) or FACSAria (BD biosciences). Cells (5.0 × 10^5^/ml) were stimulated with plate-bound anti-CD3 (2 μg/ml) and anti-CD28 (2 μg/ml) in 12-well plates (Corning Life Science, Acton, MA) in complete IMDM (IMDM, 10% fetal calf serum (FCS), 1 mM Sodiumpyruvate 50 μM β-mercaptoethanol, 25 mM HEPES and non-essential amino acids) supplemented with either Th1-polarizing factors IL-12 (20 ng/ml), anti-IL-4 (10 μg/ml). After 6 days culture, Th1 cells were harvested and restimulated in 12-well plates coated with anti-CD3 and anti-CD28 antibodies for 6 h. Supernatants devoid of cells were collected and stored at −80°C until further use. Purity of Th1 cultures was assessed by intracellular staining after PMA/iono restimulation, with appropriate dilutions of anti-IFNγ (clone: XMG1.2) and anti-IL17 (clone: TC11-18H10.1) antibodies (Supplementary Figure 1D).

### Cytokine profiling of Th1 culture supernatants

Cytokine profiles of supernatants from anti-CD3/CD28 restimulated Th1 cultures were analyzed using LEGENDplex^TM^ mouse Th cytokine (13-plex) multi-analyte flow assay kit (Biolegend) according to the manufacturer's instructions. Undiluted and 1:30 dilution of the culture supernatants was used for measurements. The concentrations of various cytokines in Th1 culture supernatants are presented in Supplementary Figure 1E.

### Preparation of primary mouse mixed glial cells

Primary cultures of mixed glial cells were prepared from brains of postnatal 1–3 days old C57BL/6 neonatal mice as previously described (Prajeeth et al., 2014). Briefly, the brains were freed from meninges, and digested enzymatically with 0.1% trypsin (Sigma-Aldrich) and 0.25% DNAse (Roche, Mannheim, Germany). Single cell suspensions obtained from the digested brains were seeded into poly-L-lysine-coated T 75 mm^2^ culture flasks in medium consisting of DMEM + L-Glutamine + 4.5 g/L D-Glucose (Gibco®, Darmstadt, Germany) supplemented with 10% FCS, 50 U/ml penicillin, and 50 μg/ml streptomycin (all Biochrom AG, Berlin, Germany). After 24 h all media containing cell debris was removed and fresh media was added. Medium was changed every fourth day and the microglia were harvested at day 9–11 by shaking the flask at 37°C and 180 rpm for 30 min on an orbital shaker. Microglia harvested in this manner was highly pure as tested by high percentage of CD11b^+^ cells on flow cytometry (Supplementary Figure 1A). Remaining microglia and oligodendrocyte precursor cells were eliminated by overnight shaking at 37°C and 170 rpm in an orbital shaker, followed by cytosine arabinoside (AraC; 10 μM; Sigma Aldrich) treatment for 3 days. Astrocytes were harvested from the culture flasks by mild trypsinization and were replated into 6-well plates at a density of 3 × 10^5^ cells per well. Confluent astrocyte cultures were shaken at 37°C and 180 rpm in an orbital shaker for 4 h to eliminate any remaining contaminating microglia. Astrocytes obtained in this way were referred to as highly enriched with <3% microglial contamination (CD11b^+^ cells) as assessed by flow cytometry (Supplementary Figure 1B). Immunofluorescence staining with antibodies against glial fibrillary acidic protein (GFAP) and Ibal confirm that astrocyte cultures generated with this protocol are highly pure with mostly GFAP^+^ cells (astrocytes) and very few contaminating Iba1^+^ cells (microglia; Supplementary Figure 1C).

### Stimulation of microglia and astrocytes with Th1-derived supernatants

After harvesting, 5 × 10^5^ microglia were plated in 6-well plates and incubated for 24 h to regain their resting phenotype. Similarly confluent astrocyte cultures as obtained in the above procedure were treated for 16 h with Th1-derived culture supernatants diluted with an equal volume of fresh complete DMEM. In all experiments, medium controls refer to T cell culture medium (complete IMDM) collected, frozen, and diluted with an equal volume of complete DMEM just before treatment of astrocytes.

### Microarray

The microarray analysis of microglia has been previously published (Prajeeth et al., 2014) and the data set is available under Gene Expression Omnibus (GEO) accession number: GSE45384 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE45384).

RNA was isolated from astrocytes using the RNeasy Micro kit (Qiagen) according to the manufacturer's instructions. Quality and integrity of the total RNA was controlled on an Agilent Technologies 2100 Bioanalyzer (Agilent Technologies; Waldbronn, Germany).

The Microarray utilized in this study represents a refined version of the Whole Mouse Genome Oligo Microarray 4x44K v2 (Design ID 026655, Agilent Technologies), called “048306On1M” (Design ID 066423) developed by the Research Core Unit Genomics (RCUG) of the Hannover Medical School. Microarray design was created at Agilent's eArray portal using a 1 × 1 M design format for mRNA expression as template. All non-control probes of design ID 026655 have been selected to be printed four times within a region comprising a total of 1,81,560 Features (170 columns × 1,068 rows). Four of such regions were placed within one 1 M region giving rise to four microarray fields per slide to be hybridized individually (Customer Specified Feature Layout). Control probes required for proper Feature Extraction software operation were determined and placed automatically by eArray using recommended default settings.

Synthesis of Cy3-labeled cRNA was performed with the “Quick Amp Labeling kit, one color” (#5190-0442, Agilent Technologies) using 500 ng of total RNA as input and according to the manufacturer's recommendations, except that reaction volumes were halved. cRNA fragmentation, hybridization, and washing steps were carried-out exactly as recommended in the “One-Color Microarray-Based Gene Expression Analysis Protocol V5.7.” cRNA fragmentation, hybridization and washing steps were carried-out as recommended in the “One-Color Microarray-Based Gene Expression Analysis Protocol V5.7.” Slides were scanned on the Agilent Micro Array Scanner G2565CA (pixel resolution 3 μm, bit depth 20). Data extraction was performed with the “Feature Extraction Software V10.7.3.1” using the extraction protocol file “GE1_107_Sep09.xml,” except that “Multiplicative detrending” algorithm was inactivated.

In order to comparatively analyze our previously generated, published microglia data (GEO accession number GSE45384) with analogously generated data from astrocytes in the current study, raw data from both studies were reprocessed and normalized together, as follows:

Starting with the main output of the Feature Extraction Software (txt-files), measurements of contained on-chip replicates were averaged using the geometric mean of processed intensity values of the green channel, “gProcessedSignal” (gPS) to retrieve one resulting value per unique non-control probe. Single Features were excluded from averaging, if they (i) were manually flagged, (ii) were identified as Outliers by the Feature Extraction Software, (iii) lay outside the interval of “1.42 × interquartile range” regarding the normalized gPS distribution of the respective on-chip replicate population, or, (iv) showed a coefficient of variation of pixel intensities per Feature that exceeded 0.5.

Averaged gPS values were normalized by quantile normalization followed by global linear scaling. For the latter approach, all quantile normalized gPS values of one sample were multiplied by an array-specific scaling factor. This factor was calculated by dividing a “reference 75th Percentile value” (set as 1500 for the whole series) by the 75th Percentile value of the particular Microarray to be normalized (“Array i” in the formula shown below). Accordingly, finally normalized gPS values for all samples (microarray data sets) were calculated by the following formula:

Finally normalized gPSArray i = quantile normalized gPSArray i × (1,500/75th PercentileArray i).

Finally, a lower intensity threshold (surrogate value) was defined based on intensity distribution of negative control features. This value was fixed at 15 finally normalized gPS units. All of those measurements that fell below this intensity cutoff were substituted by the respective surrogate value of 15. For subsequent analysis and visualization accordingly processed data were imported into GeneSpring GX software, version 13.1.1 (Agilent Technologies Inc., Santa Clara, CA). Normalized values were imported as single-color data and were log2-transformed according to the default import procedure. No additional data transformation or normalization was applied during data import.

A moderated *T*-test was applied to identify differentially expressed mRNAs, using a corrected *p*-value cut off at 0.01 (Benjamini Hochberg correction; false discovery rate of 0.01) and showing an additional fold change of more than 2-fold. Data were analyzed through the use of Ingenuity Pathway Analysis (IPA) (Qiagen) to identify and compare pathways that were altered by Th1-derived effectors in astrocytes and microglia. Z-scores were used to determine if pathways have significantly more activated predictions than they have inhibited predictions. Z-score values were considered significant if >2 or <−2.

The new astrocyte microarray and reprocessed microglia data (GSE45384) set is available under GEO accession number: GSE113579.

https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE113579.

### General computation and plotting

The computation and visualization was done using the R (v.3.4.1 2017-06-30) software with the following packages on a four kernel 64-bit machine.

[1] R Core Team (2017). R: A language and environment for statistical computing. R Foundation for Statistical Computing, Vienna, Austria. https://www.R-project.org/.

[2] Hadley Wickham and Jennifer Bryan (2017). readxl: Read Excel Files. R package version 1.0.0., https://CRAN.R-project.org/package=readxl.

[3] Raivo Kolde (2015). pheatmap: Pretty Heatmaps. R package version 1.0.8., https://CRAN.R-project.org/package=pheatmap.

[4] Erich Neuwirth (2014). RColorBrewer: ColorBrewer Palettes. R package version 1.1-2., https://CRAN.R-project.org/package=RColorBrewer.

### Heat maps

An Excelfile was created with a list of 90 genes which were functionally characterized as cytokines and growth factors in ingenuity knowledge base and filtered from the total list of 3,170 DEGs in astrocytes and microglia. The FC values were log_2_-transformed for better scaling of extreme values. The Excelfile was then imported into R. With the colorRamp function a color gradient between blue and red was generated and centered at log_2_ (FC) = 0 = “white.” The mean of four columns of astrocyte/microglia data was then calculated and displayed using the pheatmap function. A fold-change cut-off of 6 was introduced for better color scaling of the data. All log_2_(FC) values above 6 will be considered as 6 in the resulting heat map.

### Volcano plots

Volcano plots were constructed by plotting –log_10_ (*p*-value) against log_2_ (fold change) values of all the 30028 transcripts representing all the genes in the array. Thresholds were set to *p* < 0.01 (red), log_2_(FC) >2 (orange), and *p* < 0.01 and log_2_(FC) >2 (green).

### Scatter plot (four-way plot)

All DEGs (3,170 genes) filtered from astrocytes and microglia using above criteria (FC ≥2.0 and *p* ≤ 0.01) were used for generating a four-way plot. For certain genes that did not satisfy the significance *p* < 0.05 in a cell type the values were adjusted to FC = 1. The FC values were log_2_-transformed so that downregulated genes still show negative signs. Then values were filtered for different log_2_(FC) thresholds. The filtered number of genes was then annotated into the corresponding area/corner of the plot.

### Real-time reverse transcriptase polymerase chain reaction (RT-PCR)

RNA was isolated from the using the RNeasy Mini kit (Qiagen) according to the manufacturer's instructions. Equal amounts of RNA (560–1,700 ng) were subsequently transcribed into cDNA with the High Capacity cDNA Reverse Transcription Kit (#4368814; Applied Biosystems®; Life Technologies GmbH, Darmstadt, Germany). For gene expression analysis quantitative real-time PCR was performed using the StepOne™ Real-Time PCR System and appropriate TaqMan probes (Applied Biosystems, Supplementary Table 2). The ΔΔCt method was applied to determine differences in the expression between astrocytes treated with medium and Th1 supernatants. Changes in mRNA expression levels were calculated after normalization to hypoxanthin phosphoribosyltransferase (Hprt1) and glyceraldehyde 3-phosphate dehydrogenase (Gapdh).

### Immunofluoresence and microscopy

For immunofluorescence, astrocytes plated on coverslips were stained with primary mouse monoclonal anti-glial fibrillary acidic protein (GFAP; GA5; Millipore) and polyclonal rabbit Iba1 (Wako) antibodies in 0.3% Triton in PBS for 2 h at room temperature (RT). After thorough washing, they were incubated with Alexa Fluor 488 conjugated goat-anti mouse and Alexa Fluor 555 conjugated goat-anti rabbit secondary antibodies (both from Molecular probes®, Life technologies^TM^) in 0.3% Triton PBS for 1 h at RT. After washing slides were mounted with ProLong^TM^ Gold antifade reagent with DAPI (Molecular probes®, Life technologies™). Images were taken using microscope (Olympus BX41) with camera.

## Results

### Transcriptional changes in microglia and astrocytes in response to Th1-derived effectors

Microarray analysis of total RNA isolated from microglia and astrocytes treated with Th1-derived culture supernatants show significant changes in the transcriptome of both microglia and astrocytes. 

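Primary mouse astrocytes were treated for 16 h with medium alone, with supernatants of Th1 cells or with supernatants of Th17 cells. The astrocyte samples are 12 one-color Agilent arrays, 4 per treatment, numbered by experiment from 1 to 4, and the values at the paper's conclusions come from the 4 medium-treated and the 4 Th1-treated arrays. Each array held 39429 non-control probes, each spotted as 4 features. Between 59.9% and 67.5% of the probes were well above background on an array, and no probe was saturated. The authors extracted the signals with the Feature Extraction software, version 10.7.3.1, and the files hold these signals per feature before any normalization between arrays. From there the steps of the paper's methods were repeated. Features with a flag, outside 1.42 times the interquartile range or with a pixel coefficient of variation over 0.5 were left out, and the rest were averaged by the geometric mean. The averages were quantile normalized, scaled to a 75th percentile of 1500, set to at least 15 and log2-transformed. The paper normalized astrocytes and microglia together, whereas here the 12 astrocyte arrays alone were normalized. A gene was represented by its probe with the highest mean over the 12 arrays, which gave 32095 genes, of which 21367 carry a symbol. The groups were compared by limma's moderated test, without pairing, and a gene was called at an adjusted p under 0.01 and a change of at least 2-fold, the thresholds of the paper. Levels are given as normalized log2 signal, mean ± SD, and fold changes as Th1-treated over medium-treated. The number of arrays limits the precision. The moderated standard deviation within groups, pooled over all genes including those at the floor, was 0.23 on the log2 scale. Where a gene was not above background on any array of one group, only a lower bound of its fold change is given. The bound is computed against the floor of 15, so a higher floor gives a smaller value. Lists of genes with a shared function were fixed before the data were examined and were tested with camera, which asks whether a list's genes moved more than the other genes. The test took a preset correlation of 0.01 between the genes of a list. It was repeated with a correlation estimated from the arrays. A list was called at an adjusted p under 0.05, a limit chosen after the data had been seen.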

We used fold change (FC) ≥2.0 and a false discovery rate (FDR) of 0.01 (corrected *p* < 0.01) to identify 2,106 and 1,594 DEGs in microglia and astrocytes, respectively, in response to Th1-derived effectors. As shown in Figure 1, Th1-derived effectors enhanced the expression of significant proportions of genes in both microglia (1,121 genes) and astrocytes (930 genes) compared to respective medium-treated controls. Similarly, expression of several genes was down-regulated in both the cells types (985 genes in microglia and 664 genes in astrocytes; Figure 1). 

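Th1-derived effectors changed a large part of the astrocyte transcriptome within 16 h. Expression of 956 genes was at least 2-fold higher and that of 661 genes at least 2-fold lower than in medium-treated astrocytes, in all 1617 of the 32095 genes tested. Of these DEGs, 256 were more than 8-fold higher and 20 more than 8-fold lower, so that the large changes were mostly increases. Genes of the interferon response took the top of the list, with *Gbp4*, *Gm12250* and *Gm4841*, which encode interferon-inducible GTPases, among the strongest increases. Among these DEGs, 1295 carry a symbol and 322 are known by an accession alone. In all, 114 of the 1617, 89 higher and 25 lower, were above background in only one of the groups, so their fold change is known as a lower bound. The arrays lay on 3 slides, each with at least 1 array of both groups, and within a slide the change was at least 2-fold in 1499 of the 1617 genes on slide 1, 1552 on slide 2 and 1367 on slide 3, which is no independent evidence since the same arrays chose these genes. With the experiment number as a block, 1217 genes were called, 701 higher and 516 lower, and 987 of the 1617 were among them. This block leaves fewer degrees of freedom, so a lost call alone does not mean that a change differed between experiments. All 1617 genes moved in the called direction in each of the 4 experiments, which their choice on the same arrays favors. Leaving out 1 array gave 1158 to 1447 DEGs, and the number of lower genes fell to 407 without medium replicate 2, 402 without Th1 replicate 2 and 430 without Th1 replicate 3. Data simulated with the spread of these arrays gave back 20.5% of 2-fold, 66% of 3-fold and 95% of 8-fold changes, with 0 calls among unchanged probes. The changes were set in 200 probes of higher signal, with independent noise. A true 2-fold change also had to measure at least 2-fold, so part was missed by construction. These shares therefore rank the fold changes, and do not give the completeness of the real list. From the DEGs the paper concludes that Th1-derived effectors alter the transcriptome of astrocytes (Figure 1).

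**Figure D1:**
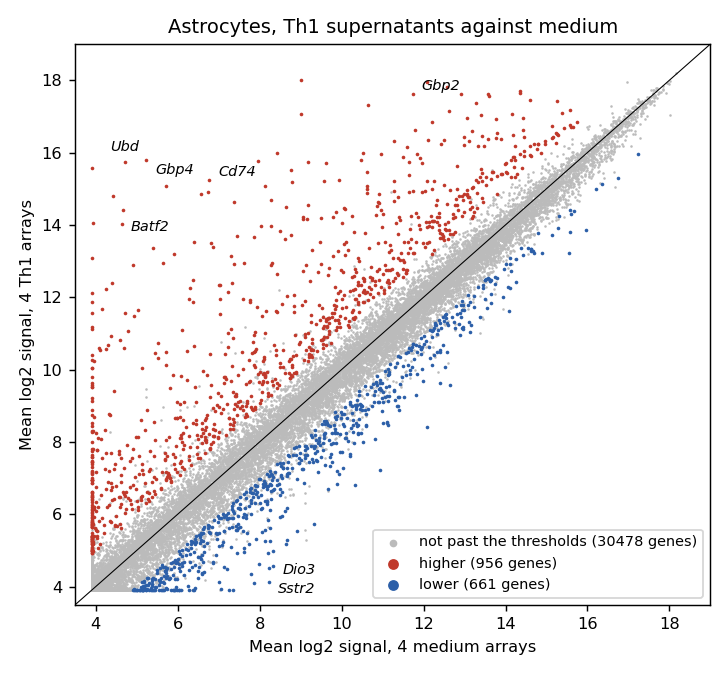
Mean normalized log2 signal of each gene in 4 Th1-treated astrocyte arrays (vertical axis) against 4 medium-treated arrays (horizontal axis), with the 956 genes called higher and the 661 called lower in color and all other genes in gray. The genes called higher reach farther from the diagonal than the genes called lower.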

We listed the top 10 genes that were up- and down-regulated in each cell type (Table 1). 

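Among genes with a signal in both groups, the largest increases in astrocytes were those of interferon-induced genes. *Ubd*, which encodes a ubiquitin-like modifier, rose from 4.71 ± 0.68 (SD, n = 4) in medium to 15.74 ± 0.33 (n = 4) with Th1-derived effectors (log2 fold change 11.04, standard error 0.37, adjusted p = 1.16e-05; 3 of 4 medium arrays above background). *Gbp4* (Entrez gene 17472, a guanylate-binding protein, listed as Gbp6 in Table 1) rose from 5.24 ± 0.48 to 15.80 ± 0.26 (log2 fold change 10.56, standard error 0.27, adjusted p = 3.62e-06). The GTPase genes *Gm12250* and *Gm4841* were above background on 2 and 1 of the 4 medium arrays only, so their log2 fold changes of 10.37 and 10.13 (adjusted p = 6.89e-06 and 6.07e-10) depend on the floor and are not exact (9.15 and 8.42 with a floor of 50, 8.76 and 8.32 after normexp background correction). *Batf2*, a transcription factor induced by IFN-γ, had a log2 fold change of 9.38 (standard error 0.046, adjusted p = 3.74e-09), and the GTPase gene *Tgtp2* one of 9.00 (adjusted p = 6.3e-07; 6.99 in a test per probe, which takes another probe). The chemokine gene *Ccl7* rose by 9.36 (adjusted p = 0.00045) and *Serpina3f*, a serine protease inhibitor whose Entrez gene 238393 stands as Serpina3g in Table 1, by 6.23 (adjusted p = 1.69e-05; 4.75 after normexp background correction and 8.77 in a test per probe, which takes another probe). *Gbp6* itself (Entrez gene 100702) rose by 6.74 (adjusted p = 4.71e-06). Some genes were not above background on any medium array, so their rise is a lower bound. *Cxcl9*, a chemokine that attracts activated T cells, was at least 3226-fold higher, *Calhm6* at least 582-fold, *Tgtp1* at least 202-fold and *Gbp8* at least 156-fold. These bounds depend on the floor. With a floor of 50 the log2 fold changes were 9.92, 7.45, 5.92 and 5.54, which is below these bounds. *Ccl7* did not pass with the experiment number as a block (adjusted p = 0.0111). After normexp background correction the log2 fold changes of *Ubd*, *Gbp4*, *Batf2* and *Ccl7* were smaller, at 9.61, 9.43, 7.91 and 8.34.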

Highly upregulated genes in one cell type predominantly followed similar direction of regulation also in the other cell type although with variable induction levels. *Cxcl9, Gbp6, Serpina3g*, and *Tgtp1/Tgtp2* were among the top upregulated genes in both cell types. Interestingly, a certain extent of cell specificity was observed among the top downregulated genes. Most of the genes downregulated in astrocytes were not regulated in microglia and those that were highly downregulated in microglia were either moderately or not regulated in astrocytes.

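The genes that fell most in Th1-treated astrocytes belong to no single one of the pathways listed beforehand. *Sstr2*, a receptor for somatostatin that couples to inhibitory G proteins, fell by 4.10 on the log2 scale, from 8.23 ± 0.26 (SD, n = 4) to 4.14 ± 0.30 (n = 4; standard error 0.19, adjusted p = 5.35e-05). *Dio3*, the enzyme that inactivates thyroid hormone, had a log2 fold change of -3.78 (adjusted p = 0.00115), and *Acox2*, a peroxisomal oxidase of bile acid synthesis, one of -3.66 (adjusted p = 0.000222). *Fam107a* changed by -3.73 (adjusted p = 0.000477), the transcription factor gene *Myb* by -3.60 (adjusted p = 0.00937) and the collagen gene *Col14a1* by -3.52 (adjusted p = 0.00238). *Pdlim3*, a protein of the actin cytoskeleton, changed by -3.38 (adjusted p = 2.78e-05) and *Sfrp5*, a secreted inhibitor of Wnt signaling, by -3.35 (adjusted p = 0.000654). *Ugt2b5* and *Dhrs2* were measured on all 4 medium arrays and on no Th1 array, which makes them at least 10.8-fold and at least 10.1-fold lower. These bounds depend on the floor. With a floor of 50 the log2 fold changes were smaller in size, at -1.697 and -1.599. *Dio3*, *Myb* and *Col14a1* did not pass with the experiment number as a block (adjusted p = 0.0111 to 0.0566) and *Myb* with the slide as a block. *Myb* lost the call without any 1 of the 8 arrays (adjusted p = 0.0108 to 0.0323), and *Col14a1* without Th1 replicate 2 or Th1 replicate 3 (adjusted p = 0.0108 to 0.011).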

**Figure 1:**
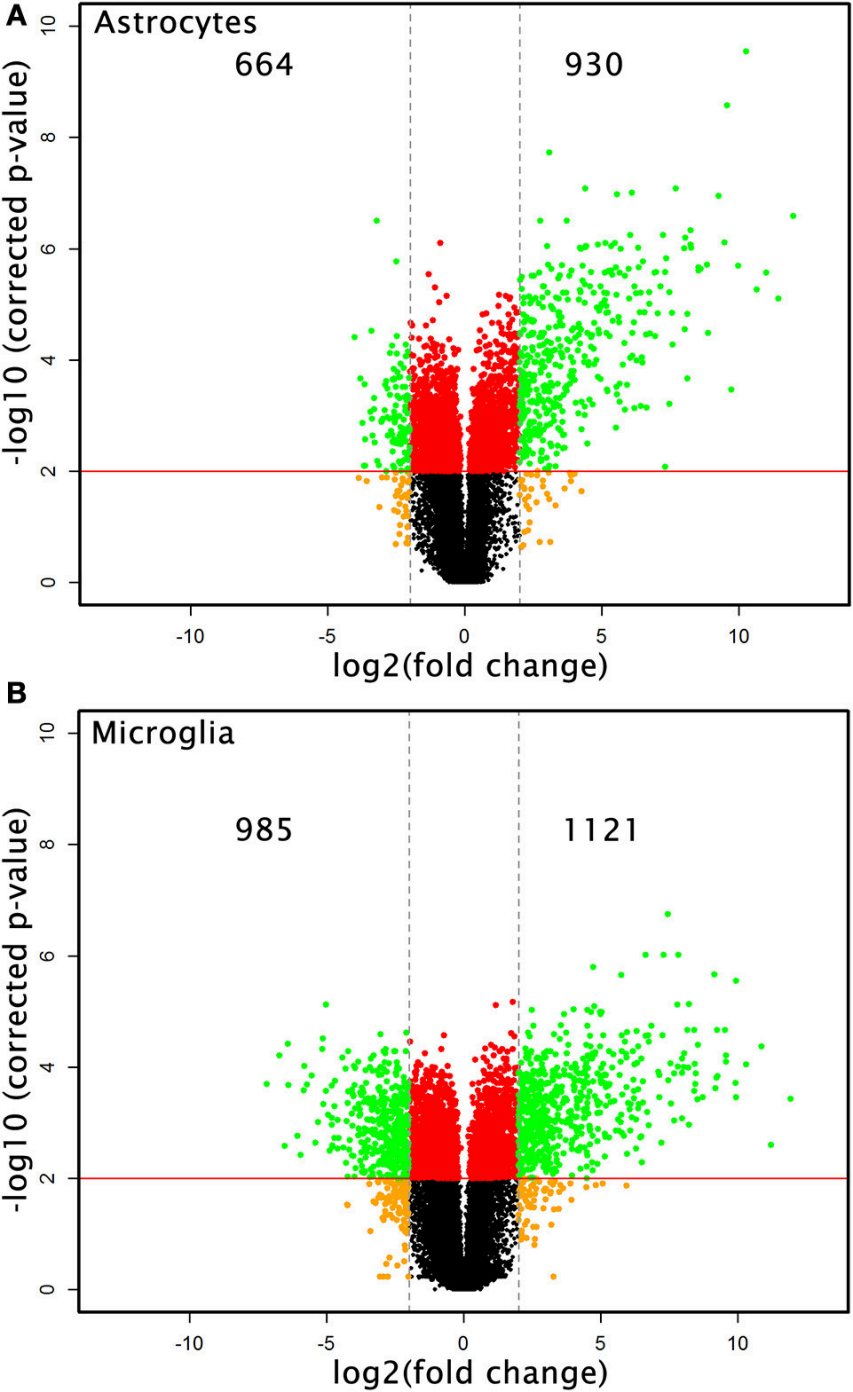
Transcriptional changes induced by Th1-derived effector molecules in microglia and astrocyte. Volcano plot shows the overall picture of differentially expressed genes (DEG) in astrocytes **(A)** and microglia **(B)** in response to Th1-derived effectors. Microarray analysis was performed on the RNA isolated from these cell types treated with medium or Th1-derived culture supernatants. Data generated from four independent experiments (*n* = 4). Fold changes were determined by normalizing the expression induced by Th1 treatment to their respective medium controls. Fold changes ≥2.0 and false discovery date of 0.01(corrected *p* < 0.01) was used as criteria to enrich DEGs.

**Table 1:** Genes highly regulated in microglia and astrocytes in response to Th1-derived effectors.

**Entrez Gene ID**	**Gene symbol**	**log_2_ FC**	**log_2_ FC (Microglia)**
**(A) ASTROCYTES**			
**TOP UPREGULATED GENES**			
17329	Cxcl9	11.98624	11.21897
24108	UBD	11.44265	5.77813
17472	GBP6	10.99735	10.86459
225594	Gm4841	10.26361	9.144518
20306	Ccl7	9.730344	5.962017
74481	BATF2	9.566627	6.860566
100039796	Tgtp1/Tgtp2	9.476637	9.217602
215900	CALHM6	9.266997	6.631192
16149	CD74	8.886718	5.191365
238393	Serpina3g	8.834784	11.93777
**TOP DOWNREGULATED GENES**			
20606	SSTR2	−4.026092	nr
93732	ACOX2	−3.808076	nr
107585	DIO3	−3.733354	nr
15446	HPGD	−3.663572	−6.536193
100559	UGT2B28	−3.657526	nr
17863	MYB	−3.640042	nr
12818	COL14A1	−3.630289	nr
53318	Pdlim3	−3.406401	nr
54612	SFRP5	−3.295135	nr
381107	TMEM232	−3.286881	nr
**Entrez Gene ID**	**Gene symbol**	**log**_2_ **FC**	**log**_2_ **FC (Astrocytes)**
**(B) MICROGLIA**			
**TOP UPREGULATED GENES**			
20715	Serpina3g	11.93777	8.834784
17329	Cxcl9	11.21897	11.98624
17472	GBP6	10.86459	10.99735
66857	PLBD1	10.30093	4.26122
20307	Ccl8	9.944667	7.576167
110454	Ly6a	9.927621	7.475109
16161	IL12RB1	9.578259	6.742087
108116	SLCO3A1	9.568786	2.002523
384059	Tlr12	9.271939	6.427522
100039796	Tgtp1/Tgtp2	9.217602	9.476637
**TOP DOWNREGULATED GENES**			
101488	SLCO2B1	−7.188292	−3.105208
321019	GPR183	−6.715591	−2.320636
15446	HPGD	−6.536193	−3.663572
69574	CMBL	−6.407914	−1.909581
56811	DKK2	−6.055695	nr
13051	CX3CR1	−5.952334	nr
56792	STAP1	−5.834989	nr
117590	ASB10	−5.819413	nr
71738	MAMDC2	−5.717594	−1.296311
78771	MCTP1	−5.53596	nr

### Identification of upstream regulators, canonical pathways, and functions from DEGs

To predict the molecules acting upstream and responsible for inducing the transcriptional changes in microglia and astrocytes, we performed an upstream regulator analysis using the IPA software. Based on the activation Z-score we obtained almost similar top hits as upstream regulators in both microglia and astrocytes (Figure 2a; Table 2). IFN-γ and STAT1 were among the top upstream regulators in microglia and astrocytes (Table 2). This was not surprising as IFN-γ was detected in very high concentrations in our Th1-derived culture supernatants and is long known as an effector cytokine mediating effects of Th1 cells (Prajeeth et al., 2014). In accordance with these findings, we have also observed upregulation of several IFN-γ responsive genes in the transcriptome in both microglia and astrocytes. These include genes encoding guanylate *Gbp2, Irf1, CD274, Ifi47*, and others (Supplementary Table 1). 

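Genes known to respond to IFN-γ rose together in Th1-treated astrocytes. *Gbp2*, a guanylate-binding protein that acts against intracellular microbes, rose from 11.73 ± 0.33 (SD, n = 4) in medium to 17.62 ± 0.10 (n = 4; log2 fold change 5.89, standard error 0.17, adjusted p = 5.84e-06). *Irf1*, a transcription factor of the interferon response, rose from 12.62 ± 0.14 to 17.15 ± 0.08 (log2 fold change 4.53, standard error 0.078, adjusted p = 8.27e-07). *Cd274*, which encodes PD-L1, an inhibitor of T cell responses, rose from 7.87 ± 0.10 to 13.67 ± 0.15 (log2 fold change 5.80, standard error 0.086, adjusted p = 4.32e-07), and the GTPase gene *Ifi47* from 9.01 ± 0.38 to 17.07 ± 0.05 (log2 fold change 8.07, standard error 0.19, adjusted p = 2.53e-06). Of 23 interferon-inducible GTPases listed beforehand, 22 were higher and 0 lower, also when adjusted over the list alone. Their median log2 fold change was 6.58 (camera, adjusted p = 3.12e-39, and 0.0237 with an estimated correlation). The largest were named at Table 1, and *Gbp5*, *Iigp1*, *Igtp* and *Gbp3* had log2 fold changes of 8.28, 8.17, 4.05 and 4.11. *Stat2*, a transcription factor of interferon signaling, rose by 2.94 (adjusted p = 3.75e-05), and *Socs1*, a feedback inhibitor of this signaling, by 4.84 (adjusted p = 3.53e-05). *Usp18*, an enzyme that dampens type I interferon signaling, rose by 3.70 (adjusted p = 7.59e-05).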

We also found signatures of an IFN-α receptor (IFNAR)-mediated response as we detect *Irf3* and *Irf7* among the top upstream regulators. It must be noted that these transcriptional regulators are induced by type I IFN and also further control the expression of interferon-stimulated genes. 

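Genes of the antiviral response to type I interferon were higher in Th1-treated astrocytes, and so was *Irf7*, the transcription factor that amplifies this response. *Irf7* rose from 7.37 ± 0.37 (SD, n = 4) in medium to 12.93 ± 0.57 (n = 4; log2 fold change 5.56, standard error 0.33, adjusted p = 0.000133). *Irf3*, which is activated by phosphorylation and not through its own induction, was measured at 14.27 ± 0.01 in medium and at 13.96 ± 0.06 with Th1-derived effectors. Its log2 fold change of -0.31 (standard error 0.03, adjusted p = 0.000986) was below the 2-fold limit. Of 9 interferon regulatory factors, 4 were higher and 0 lower, also when adjusted over the list alone (camera, adjusted p = 0.000148, and 0.031 with an estimated correlation). They were *Irf1*, *Irf7*, *Irf8* with 3.44 (adjusted p = 0.004) and *Irf2* with 1.70 (adjusted p = 6.68e-05). *Irf9*, a factor of the type I response, had 0.64 (adjusted p = 8.98e-05), below 2-fold. Of 41 type I interferon antiviral genes, 39 were higher and 0 lower, also when adjusted over the list alone. Their median log2 fold change was 3.36 (camera, adjusted p = 5.57e-51, and 0.0263 with an estimated correlation). *Irf8* did not pass with the experiment number as a block (adjusted p = 0.0169). *Irf8* lost the call without any 1 array other than medium replicate 2, medium replicate 3 and medium replicate 4 (adjusted p = 0.0115 to 0.0162).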

Activated microglia and astrocytes are known to produce type I IFN.

**Figure 2:**
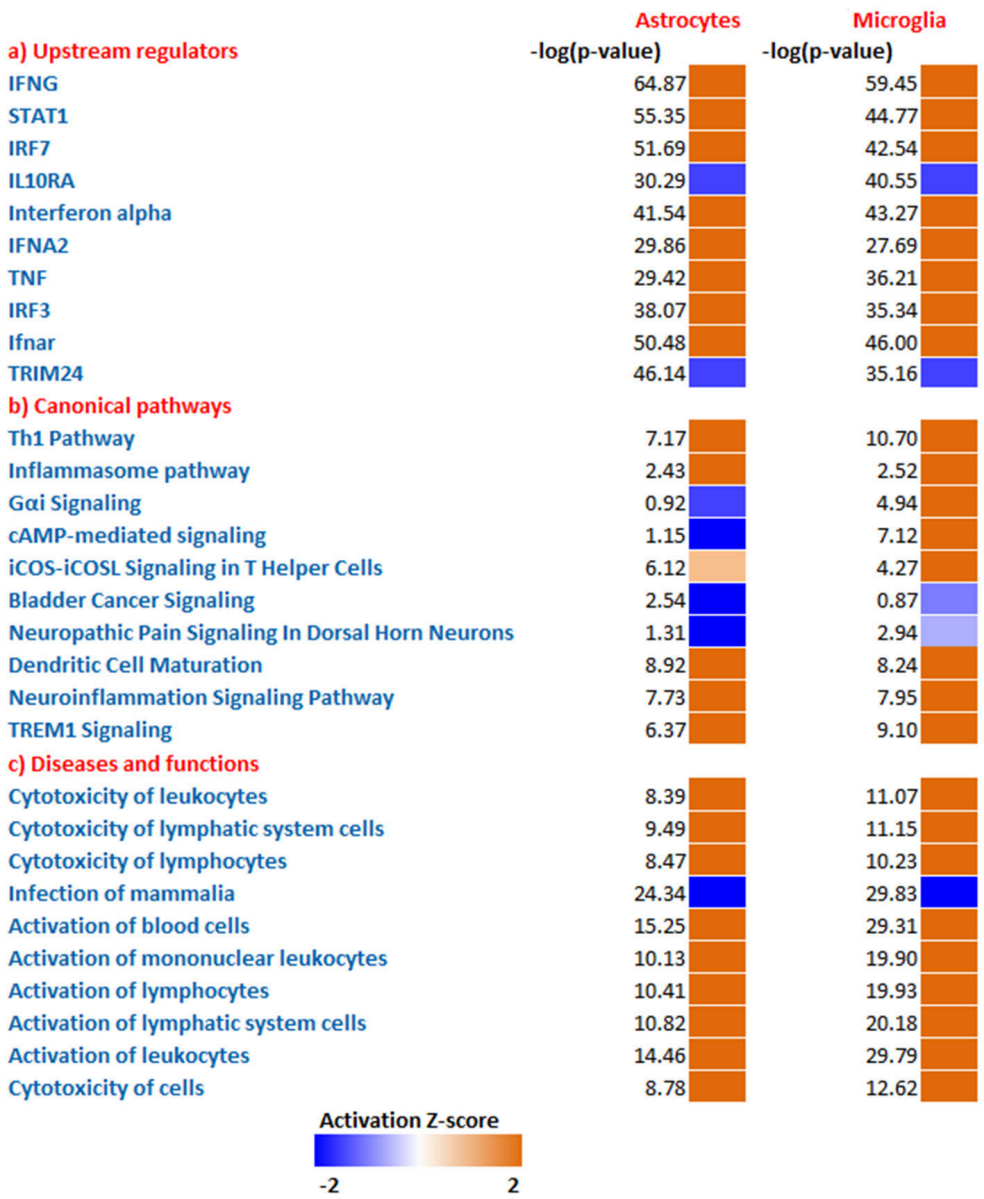
Comparative analysis all DEGs enriched from microglia and astrocytes. Using IPA software from Ingenuity systems, we performed this comparative analysis to determine top **(a)** upstream regulators **(b)** canonical pathways **(c)** Disease and functions from the enriched gene sets. The heat maps were sorted using the trend and activation Z-score. Orange and blue boxes represent positive and negative Z-scores, respectively.

**Table 2:** IPA upstream analysis; top10 upstream regulators listed for astrocytes and microglia.

**Upstream regulator**	**Molecule type**	**Predicted activation state**	**Activation z-score**	***p*-value of overlap**
**(A) ASTROCYTES**				
IFNG	Cytokine	Activated	12.513	1.36E-65
STAT1	Transcription regulator	Activated	8.875	4.43E-56
IRF7	Transcription regulator	Activated	8.32	2.04E-52
Ifnar	Group	Activated	7.487	3.32E-51
TRIM24	Transcription regulator	Inhibited	−7.17	7.32E-47
poly rI:rC-RNA	Biologic drug	Activated	9.514	1.06E-45
Interferon alpha	Group	Activated	8.228	2.88E-42
lipopolysaccharide	Chemical drug	Activated	9.334	3.07E-41
IRF3	Transcription regulator	Activated	7.422	8.60E-39
**(B) MICROGLIA**				
Lipopolysaccharide	Chemical drug	Activated	9.95	6.14E-61
IFNG	Cytokine	Activated	11.559	3.56E-60
Ifnar	Group	Activated	7.234	1.01E-46
STAT1	Transcription regulator	Activated	7.957	1.70E-45
poly rI:rC-RNA	Biologic drug	Activated	8.902	1.34E-44
Interferon alpha	Group	Activated	7.558	5.36E-44
IRF7	Transcription regulator	Activated	8.381	2.86E-43
IL10RA	Transmembrane receptor	Inhibited	−9.492	2.83E-41
TNF	Cytokine	Activated	6.79	6.11E-37
IRF3	Transcription regulator	Activated	7.534	4.54E-36

We further determined canonical signaling pathways enriched based on the DEGs filtered from microglia and astrocytes. 

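Astrocytes treated with Th1-derived effectors expressed more of the machinery that presents antigen to T cells. Of 12 genes of MHC class II presentation, 9 were higher and 0 lower, also when adjusted over the list alone (camera, adjusted p = 1.25e-13, and 0.0322 with an estimated correlation). *Cd74*, the invariant chain that guides class II molecules, rose from 6.78 ± 0.68 (SD, n = 4) in medium to 15.25 ± 0.33 (n = 4; log2 fold change 8.47, standard error 0.37, adjusted p = 3.68e-05). The class II chains *H2-Eb1* and *H2-Ab1* rose by 7.80 and 7.57 on the log2 scale (adjusted p = 9.94e-07 and 4.22e-07). *H2-Aa* and *Ciita*, the regulator that switches on class II genes, were above background on no medium array and were at least 250-fold and at least 28.4-fold higher. These bounds hold at the floor of 15 only. With a floor of 50 the log2 fold changes were 6.23 and 3.09, which is below these bounds. Of 18 genes of MHC class I presentation, 16 were higher and 0 lower, and 17 when adjusted over the list alone (camera, adjusted p = 5.05e-24, and 0.0302 with an estimated correlation). Among them were *H2-Q10* (5.18, adjusted p = 1.81e-05, and 3.06 as the mean of all probes) and the peptide transporter *Tap1* (4.65, adjusted p = 1.2e-05). *Nlrc5*, the regulator of class I genes, was also higher (4.96, adjusted p = 1.13e-05, with 3.54 as the mean of all probes and 2.11 in a test per probe, which takes another probe). All 4 measured genes of the immunoproteasome, which cuts peptides for class I, were higher, also when adjusted over the list alone (camera, adjusted p = 2.75e-08, and 0.0302 with an estimated correlation). The log2 fold changes were 5.04 for *Psmb9*, 4.56 for *Psmb8*, 3.34 for *Psmb10* and 2.29 for *Psme1*. Of the 14 genes of the constitutive proteasome, 0 were called by limma, 0 when adjusted over the list alone and 8 at unadjusted p below 0.05, with a median of 0.27, and the camera test of that list (adjusted p = 4.87e-06) was not passed with an estimated correlation (adjusted p = 0.104).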

Among the pathways that attained highest activation Z-scores microglia and astrocytes share some common pathways that are likely to influence inflammation and T cell activation. Nevertheless, we have also detected certain pathways that attained contrasting Z-scores in microglia and astrocytes. For instance, Gαi/cAMP signaling attained negative Z-score in astrocytes for the reason that several genes known to be associated with this pathway were downregulated in astrocytes. On the other hand Gαi/cAMP signaling had a positive activation Z-score in microglia as majority of genes known to be associated with this pathway showed upregulation (Figure 2b; Table 3).

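In the cAMP pathway, several receptors that couple to inhibitory G proteins were lower in Th1-treated astrocytes. Of 63 genes of cAMP and Gαi signaling listed beforehand, 5 fell, 3 rose and 55 did not pass the test (6 lower and 4 higher when adjusted over the list alone). The 5 that fell are the receptor genes *Sstr2*, named above, *Grm3*, a glutamate receptor (-2.50, adjusted p = 0.000933), *Adra2a*, an adrenergic receptor (-2.43, adjusted p = 0.000684), and *Sstr3* (-1.51, adjusted p = 7.14e-05), and the adenylate cyclase gene *Adcy1* (-1.92, adjusted p = 0.00245). *Grm3* and *Adcy1* were above background on 4 medium arrays and on 1 Th1 array. The 3 that rose are *Crem*, a transcription factor that answers to cAMP (1.87, adjusted p = 3.34e-05), *Creb5*, a related factor (1.27, adjusted p = 0.00221), and the G protein subunit gene *Gng12* (1.02, adjusted p = 0.00549). The list as a whole had a median log2 fold change of -0.21 and did not pass camera (adjusted p = 0.086). It passed as lower after normexp background correction (adjusted p = 0.0467), as the mean of all probes of a gene (0.0437) and without medium replicate 3 (0.0457). *Grm3*, *Adra2a*, *Adcy1*, *Creb5* and *Gng12* did not pass with the experiment number as a block (adjusted p = 0.0118 to 0.0182), *Gng12* with the slide as a block, *Grm3* and *Adcy1* with a floor of 50 and *Adcy1* after normexp background correction. *Adcy1* lost the call without Th1 replicate 1, Th1 replicate 2, Th1 replicate 3 or Th1 replicate 4 (adjusted p = 0.01 to 0.0113), *Creb5* without Th1 replicate 3 (adjusted p = 0.0101), and *Gng12* without any 1 array other than medium replicate 2 and Th1 replicate 4 (adjusted p = 0.0145 to 0.0216).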

**Table 3:** Top 10 canonical pathways identified based on all DEGs in astrocytes and microglia.

**Ingenuity canonical pathways**	**–log(*p*-value)**	**Ratio**	**z-score**
**(A) ASTROCYTES**			
Antigen presentation pathway	1.27E+01	4.74E−01	NaN
Type I diabetes mellitus signaling	8.99E+00	2.25E−01	2.138
Dendritic cell maturation	8.92E+00	1.76E−01	4.352
OX40 signaling pathway	8.61E+00	2.42E−01	−1.342
Altered T cell and B cell signaling in rheumatoid arthritis	7.95E+00	2.33E−01	NaN
Neuroinflammation signaling pathway	7.73E+00	1.38E−01	4.111
Death receptor signaling	7.68E+00	2.26E−01	1.964
Activation of IRF by cytosolic pattern recognition receptors	7.56E+00	2.70E−01	1.213
Th1 pathway	7.17E+00	1.85E−01	2.294
Allograft rejection signaling	7.02E+00	2.26E−01	NaN
**(B) MICROGLIA**			
Th1 and Th2 activation pathway	1.11E+01	2.38E−01	NaN
Th1 pathway	1.07E+01	2.67E−01	3.053
Altered T cell and B cell signaling in rheumatoid arthritis	9.44E+00	3.00E−01	NaN
G-protein coupled receptor signaling	9.41E+00	1.92E−01	NaN
T helper cell differentiation	9.38E+00	3.29E−01	NaN
Role of pattern recognition receptors in recognition of bacteria and viruses	9.23E+00	2.48E−01	2.6
Antigen presentation pathway	9.22E+00	4.47E−01	NaN
TREM1 signaling	9.10E+00	3.20E−01	3.266
Colorectal cancer metastasis signaling	8.71E+00	1.94E−01	1.64
Dendritic cell maturation	8.24E+00	2.07E−01	3.569

Analysis of transcriptional changes in microglia and astrocytes in the context of diseases and functions reveal that activation of leukocytes and cytotoxicity of target cells are among the common functions influenced by Th1-activated microglia and astrocytes. 

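Th1-treated astrocytes had higher expression of genes of cell death and of genes of co-stimulation and T cell contact. Of 27 genes of cell death and the inflammasome, 16 rose and 0 fell, also when adjusted over the list alone (camera, adjusted p = 6.16e-16, and 0.0302 with an estimated correlation). *Mlkl*, the pore-forming protein of necroptosis, rose by 5.93 on the log2 scale (standard error 0.23, adjusted p = 2.22e-05), *Casp4*, an inflammatory caspase, by 4.51 (adjusted p = 6.3e-05), and *Zbp1*, a sensor of nucleic acids, by 7.25 (adjusted p = 1.88e-05). *Tnfsf10*, the death ligand TRAIL, rose by 7.96 (adjusted p = 3.69e-05), with 2 of 4 medium arrays above background, and by 6.57 with a floor of 50. Of 20 genes of co-stimulation and T cell contact, 7 rose and 0 fell, and 9 when adjusted over the list alone (camera, adjusted p = 3.72e-08, and 0.0404 with an estimated correlation). Among them was *Lgals9*, which encodes galectin-9 (3.27, adjusted p = 0.00404). The list mixes molecules that activate and molecules that inhibit T cells, and *Cd274*, named above as an inhibitor, was among those that rose. Of 16 ligands of the TNF superfamily, 3 rose and 0 fell, and 4 when adjusted over the list alone: *Tnfsf10*, *Tnfsf13b* (2.88, adjusted p = 0.00604) and *Tnfsf18* (2.17, adjusted p = 0.00101). That list passed camera (adjusted p = 0.0193), but not with an estimated correlation (adjusted p = 0.0892). *Lgals9*, *Tnfsf18* and *Tnfsf13b* did not pass with the experiment number as a block (adjusted p = 0.0108 to 0.0206) and *Tnfsf13b* with the slide as a block. *Lgals9* lost the call without any 1 array other than medium replicate 1, medium replicate 3 and medium replicate 4 (adjusted p = 0.0123 to 0.0173), and *Tnfsf13b* without any 1 array other than medium replicate 3 (adjusted p = 0.0108 to 0.0222).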

Since many of the genes were induced in response to interferons the enriched gene set also gives clues of likely antiviral responses of microglia and astrocyte (Figure 2c).

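The antiviral genes that rose in Th1-treated astrocytes include sensors and effectors that act against viral RNA. *Ifi44*, an interferon-induced protein, rose from 8.27 ± 0.31 (SD, n = 4) in medium to 14.70 ± 0.20 (n = 4; log2 fold change 6.42, standard error 0.18, adjusted p = 5.76e-06). *Oas2*, an enzyme that triggers the breakdown of RNA, rose by 5.95 on the log2 scale (adjusted p = 9.63e-05), and *Isg15*, a ubiquitin-like modifier, by 4.70 (adjusted p = 1.46e-05). *Oas3* was above background on 0 of 4 medium arrays and was at least 24.4-fold higher. This bound depends on the floor. With a floor of 50 the log2 fold change of *Oas3* was 2.87, which is below the bound.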

### Distinct transcriptional profile induced by Th1-derived effectors in microglia and astrocytes

We performed a comparison analysis of DEGs induced in microglia and astrocytes by Th1-derived effectors in order to identify if any specific gene expression pattern emerged in these cell types. A total of 3,170 genes were identified between astrocytes and microglia with FDR < 0.01 and ≥2-fold change. However, not all genes in either cell type fulfilled the selection criteria. Therefore, the fold change value was adjusted to FC = 1 for those genes where corrected *p*-value was >0.05. As demonstrated in the four-way plot (Figure 3), we identified 498 genes (~15%) induced and 153 genes (~5%) repressed were common for both microglia and astrocytes. Interestingly, we also found expression of several genes that were specifically regulated either in astrocytes or microglia. For instance, in astrocytes 396 genes (~12%) that were upregulated are either unchanged or showed downregulation in microglia and 534 genes (~17%) showing upregulation in microglia were either unchanged or show downregulation in astrocytes. Similarly, 632 (~20%) and 529 (~17%) genes were specifically downregulated in microglia and astrocytes, respectively, in response to Th1-derived effectors (Figure 3). This provides clear evidence that Th1-derived effectors induced distinct transcriptional changes in microglia and astrocytes.

**Figure 3:**
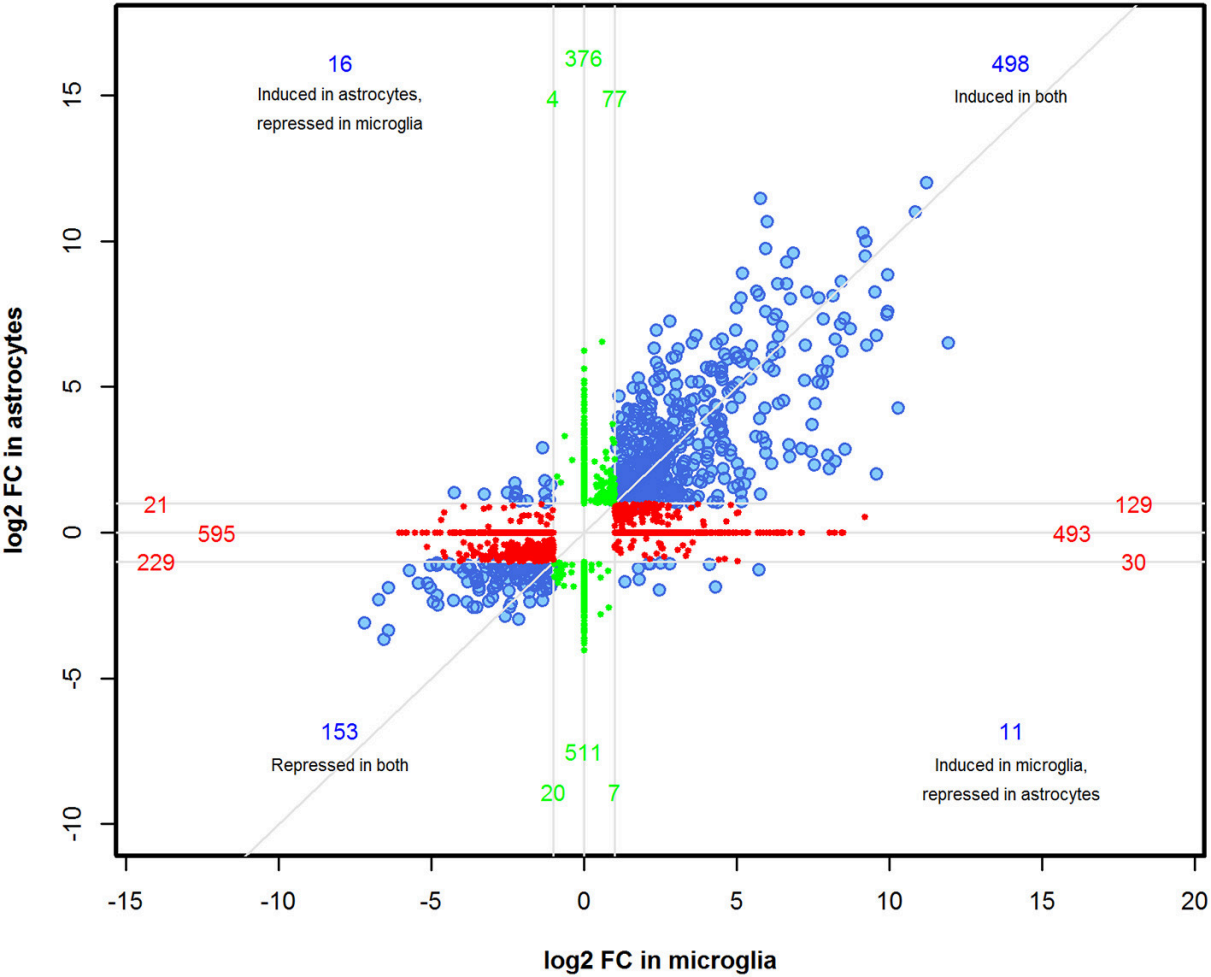
Identification of distinct transcriptional changes induced by Th1-derived effectors in microglia and astrocytes. A four-way plot was generated using 3170 DEGs enriched between microglia and astrocytes based on fold changes ≥2.0 and a false discovery rate of 0.01 (corrected *p* < 0.01) selection criteria. FC value was adjusted to 1 for those genes where corrected *p* > 0.05 in either of the cell type. log_2_ (fold change) values of astrocytes was plotted against microglia. Blue dots represent common regulated genes, red dots are genes more specifically regulated in microglia and the green dots indicate astrocyte specific genes.

### Determining functions governed by DEGs specifically enriched in astrocytes and microglia

As mentioned above, 1,166 and 925 genes were found to be differentially expressed specifically in microglia and astrocytes, respectively, in response to Th1-derived effector molecules. To understand the associated physiological functions we performed IPA analysis on these enriched gene sets. From the top hits obtained based on the high –log (*p*-value), we selected those that were relevant in the context of the CNS functioning. The top canonical pathway specifically induced in microglia was the cAMP-dependent-, G protein-coupled receptor (GPCR)-triggered signaling cascade that plays a crucial role in cell communication. Chemokine receptors are among the popular GPCR and are likely to play a role in activation and migration of cells. The phagosome formation pathway was another top listed canonical pathway that was regulated in microglia (Table 4). Furthermore, the gene encoding MerTK, a functional regulator of myelin phagocytosis (Healy et al., 2016), is specifically upregulated in microglia suggesting that Th1-derived effector molecules are likely to regulate the phagocytic function of microglia. Interestingly, Th1-derived effectors also had some negative effects on certain pathways. Several genes known to regulate the cholesterol biosynthesis pathway were found to be downregulated in microglia and hence were listed among the top negatively regulated pathways in microglia.

**Table 4:** Top canonical pathways regulated by genes specifically up- or downregulated in microglia and astrocytes in response to Th1-derived effectors.

**Ingenuity canonical pathways**	**–log(*p*-value)**	**Molecules**
**(A) ASTROCYTES**		
Axonal guidance signaling	6.16	NTF3,ADAMTS8,RND1,BMP4,SLIT1,MYL2,ITSN1,BDNF,BMP2,CXCL12,SEMA4C,EPHB6,FGFR3, NTNG1,SEMA6D,EPHB1,TUBA8,FGFR4,PLXNB3,GNG12,UNC5C,PAK4,TUBB3,PAK6,ARHGEF15, VEGFC,DPYSL5,ROBO3,PLXND1,PDGFB,WNT10A,EPHB3,EPHA5,BMP7,BMP6,GLI1
Hepatic fibrosis/hepatic stellate cell activation	4.43	COL8A2,CTGF,MYL2,COL2A1,VEGFC,MYH7,IL6,MYH7B,PDGFB,COL26A1,FGF1,COL16A1, COL5A3,HGF,COL4A4,COL11A1,COL9A2,TNFRSF11B
FGF Signaling	3.79	FGFR3,FGF18,FGF9,HGF,FGFR4,FGF14,FGF12,FGF23,CREB5,MAPK11,FGF1
Cellular effects of sildenafil (Viagra)	3.49	SLC4A5,Ppp1r12b,CACNA1S,MYL2,GPR37,CACNG4,ADCY1,GUCY1A2,CACNA1C, MYH7,KCNH2,MYH7B,Gucy1b2
Cardiomyocyte differentiation via bmp receptors	3.45	BMP4,MYL2,BMP2,BMP7,MYH7
Bladder cancer signaling	3.28	FGFR3,FGF18,FGF9,MMP15,FGF14,FGF12,FGF23,VEGFC,MMP17,FGF1
Ephrin receptor signaling	2.78	PAK4,ITSN1,PAK6,ARHGEF15,CXCL12,VEGFC,CREB5,PDGFB,FGF1, EPHB6,EPHB1,EPHB3,EPHA5,GNG12
Corticotropin releasing hormone signaling	2.74	NOS1,CACNA1S,CACNG4,BDNF,ADCY1,MEF2A,GUCY1A2,CACNA1C,CREB5, MAPK11,GLI1,Gucy1b2
Actin cytoskeleton signaling	2.53	PAK4,MYL2,PAK6,FGF9,FGF14,MYH7,MYH7B,PDGFB,FGF1,FGFR3, Ppp1r12b,FGF18,FGFR4,FGF12,FGF23,GNG12
BMP signaling pathway	2.51	SOSTDC1,BMP4,SMAD9, BMP2,BMP7,BMP6,MAPK11,SMURF1
**(B) MICROGLIA**		
G-Protein coupled receptor signaling	8.55	NAPEPLD,HTR2B,RGS18,ADCY4,ADORA3,HTR1D,CHRM3,MPPE1,BRAF,LTB4R,PDE7B,PDE3B, PIK3CG,RGS10,HTR7,RGS14,ADORA2B,RASA1,SRC,FPR2,PDE1C,ADCY9,P2RY13,PLCB4, DUSP9,PRKAR2B,LPAR1,PRKAG2,PIK3R6,S1PR1,P2RY12, PIK3CD,DUSP4,PTGER2,ADCY7,PRKCB
Colorectal cancer metastasis signaling	6.54	MMP7,TGFBR1,MMP14,ADCY4,FZD1,PDGFC,BRAF,GNG11,PIK3CG,TLR1,CTNNB1,WNT5B, RALGDS,Tlr11,SRC,CASP3,GRK3,TYK2,IFNGR1,ADCY9,PRKAR2B,TLR6,MSH6,PRKAG2, PIK3R6,Tlr13,PIK3CD,PTGER2,JAK3,ADCY7
cAMP-mediated signaling	6.28	NAPEPLD,RGS18,ADCY4,ADORA3,HTR1D,CHRM3,MPPE1,BRAF,LTB4R,PDE7B,PDE3B, RGS10,HTR7,ADORA2B,RGS14,SRC,FPR2,PDE1C,ADCY9,P2RY13,DUSP9,PRKAR2B, LPAR1,S1PR1,P2RY12,DUSP4,PTGER2,ADCY7
Phagosome formation	6.14	Tlr11,C5AR1,PRKCQ,FCGR2A,PLCL2,FCGR2B,FCGR1A,PLCD1,PLCB4,Fcrls, SCARA3,PIK3CG,TLR6,TLR1,PIK3R6,Tlr13,PRKCH,PIK3CD,C3AR1,PRKCB
Superpathway of cholesterol biosynthesis	5.83	FDPS,FDFT1,NSDHL,ACAT2,IDI1,MSMO1,TM7SF2,SC5D,CYP51A1
Gαi signaling	5.48	SRC,ADCY4,FPR2,ADORA3,HTR1D,ADCY9,P2RY13,LTB4R,GNG11,PRKAR2B, LPAR1,RGS10,S1PR1,PRKAG2,P2RY12,RGS14,ADCY7,RALGDS
Molecular mechanisms of cancer	4.8	CDKN2A,RAP2A,TGFBR1,ADCY4,CDKN2C,HIF1A,FZD1,BRAF,CCND3,PIK3CG, CTNNB1,RASA1,RALGDS,WNT5B,CDK18,SRC,ARHGEF4,PRKCQ, CASP3,GNA12,TYK2,CDK6,ADCY9,ARHGEF5,PLCB4,MAX,PRKAR2B, CCND2,PRKAG2,PIK3R6,PIK3CD, PRKCH,CDK19,JAK3,ADCY7,PRKCB
Zymosterol biosynthesis	4.34	NSDHL,MSMO1,TM7SF2,CYP51A1
Gustation pathway	3.98	GNAT3,NAPEPLD,ADCY4,CACNB4,P2RX5,CACNA1A,PDE1C,MPPE1, ADCY9,P2RY13,LPAR6,GNG11,PRKAR2B,PDE7B,PDE3B,PRKAG2,P2RY12,ADCY7
eNOS signaling	3.84	PRKCQ,CASP3,ADCY4,CHRM3,PDGFC,HSPA1L,NOSTRIN,ADCY9, LPAR6,PRKAR2B,LPAR1,PIK3CG,PIK3R6,PRKAG2,PRKCH,PIK3CD,ESR1,ADCY7,PRKCB

In contrast, the top canonical pathway regulated in astrocytes is that of erythropoietin-producing human hepatocellular (Eph)/ephrin signaling which is a unique bidirectional signaling pathway involving astrocytes and neurons in the CNS. This signaling is believed to be important in axonal guidance in developing CNS and is likely to play a role in CNS regeneration in adults. Also interesting is that several genes associated with the fibroblast growth factor (FGF) signaling pathway that plays a critical role in neurogenesis appears to be downregulated in astrocytes. 

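Eph receptors, which meet ephrins on neighboring cells, moved in both directions in Th1-treated astrocytes. *Epha5* rose from 12.09 ± 0.27 (SD, n = 4) in medium to 13.94 ± 0.17 (n = 4; log2 fold change 1.85, standard error 0.15, adjusted p = 0.000546), and *Ephb3* from 13.65 ± 0.23 to 15.26 ± 0.22 (log2 fold change 1.61, standard error 0.15, adjusted p = 0.000928). *Ephb6* was lower, at 10.91 ± 0.10 against 12.20 ± 0.26 in medium (log2 fold change -1.30, standard error 0.14, adjusted p = 0.0013), and so was *Ephb1*, at 8.81 ± 0.09 against 9.85 ± 0.29 (log2 fold change -1.03, standard error 0.15, adjusted p = 0.00445). These 4 were the DEGs among 14 Eph receptors, 2 higher and 2 lower, also when adjusted over the list alone (camera, adjusted p = 0.362). Of 8 ephrins, their ligands, 0 were called by limma, 0 when adjusted over the list alone and 3 at unadjusted p below 0.05 (camera, adjusted p = 0.921). Of 48 semaphorins, plexins, netrins, slits and their receptors, 6 rose and 6 fell, also when adjusted over the list alone (camera, adjusted p = 0.841), with *Sema6d* (1.96, adjusted p = 0.000262) and *Slit1* (1.54, adjusted p = 0.00302) higher and *Plxna4* (-1.65, adjusted p = 0.00304) and *Ntng1* (-1.35, adjusted p = 0.000262) lower. Of the genes that Table 4 lists under ephrin receptor signaling, 10 were higher and 4 lower of 14, and under axonal guidance 21 were higher and 15 lower of 36, also when adjusted over each list alone. With the experiment number as a block 8 of the 14 and 20 of the 36 were called, and 9, 8 and 9 of the 14 without Th1 replicate 2, Th1 replicate 3 and medium replicate 1. Both lists were chosen on these samples and are not independent evidence. Their camera tests (adjusted p = 0.000755 and 0.0454) were not passed with an estimated correlation (adjusted p = 0.191 and 0.324), nor did the axonal guidance list pass with the experiment number (adjusted p = 0.0818) or the slide (0.104) as a block, without Th1 replicate 3 (0.0634) or medium replicate 4 (0.0776), without a floor (0.0607), with a floor of 50 (0.0599), over genes above background only (0.0518), as the mean of all probes (0.131) or in a test per probe (0.253), where the ephrin list did not pass either (0.23). *Ephb1*, *Slit1* and *Plxna4* did not pass with the experiment number as a block (adjusted p = 0.0115 to 0.0196), *Ephb1* and *Plxna4* with the slide as a block, *Epha5*, *Ephb6*, *Sema6d* and *Plxna4* as the mean of all probes of the gene and *Ephb1* and *Slit1* after normexp background correction. As the mean of all probes the log2 fold change was 0.52 for *Epha5* and 0.54 for *Sema6d*, well below those of the probes used. *Ephb1* lost the call without any 1 array other than medium replicate 3 (adjusted p = 0.0117 to 0.0173), *Slit1* without Th1 replicate 1, Th1 replicate 2, medium replicate 2 or medium replicate 4 (adjusted p = 0.011 to 0.0126), and *Plxna4* without Th1 replicate 2, medium replicate 1, medium replicate 2 or medium replicate 3 (adjusted p = 0.0113 to 0.0134).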

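Several members of the FGF family, growth factors of neural development and repair, were lower in Th1-treated astrocytes, and none was higher. *Fgf9* fell from 9.75 ± 0.23 (SD, n = 4) in medium to 7.95 ± 0.21 (n = 4; log2 fold change -1.80, standard error 0.15, adjusted p = 0.00058). *Fgf1* fell from 12.65 ± 0.76 to 9.57 ± 0.67 (log2 fold change -3.07, standard error 0.49, adjusted p = 0.00671). This was the largest change of the family with each gene given by its brightest probe, but as the mean of all probes *Fgf1* had -1.78 only. *Fgf18*, *Fgf23*, *Fgf14* and *Fgf12* had log2 fold changes of -1.94, -1.92, -1.62 and -1.57 (adjusted p = 0.00161, 0.00608, 0.0032 and 0.00464). These are the 6 of 22 FGF ligands that were lower, also when adjusted over the list alone. The median of the list was -0.05, but only 11 of the 22 were above background on all arrays of a group. Of 5 FGF receptors, 2 were lower and 0 higher, and 3 lower when adjusted over the list alone, namely *Fgfr3* with -1.13 (adjusted p = 0.00219) and *Fgfr4* with -1.05 (adjusted p = 0.00467). The ligands and the receptors passed camera as lower (adjusted p = 0.00508 and 0.00308), but not with an estimated correlation (adjusted p = 0.0503 and 0.104). Of the 11 genes of FGF signaling in Table 4, 8 were lower and 2 higher, and 3 higher when adjusted over the list alone, a list chosen on these samples and so not independent evidence (camera, adjusted p = 0.0153, and 0.0892 with an estimated correlation). Of these 11, 6 were called with the experiment number as a block, 4 as the mean of all probes, and 5, 6, 4, 5, 5 and 6 without Th1 replicate 1, 2 or 3 or medium replicate 2, 3 or 4. The remaining gene, *Hgf*, had a log2 fold change of 1.35 (adjusted p = 0.0119). *Fgf18*, *Fgf23* and *Fgfr4* did not pass with the experiment number as a block (adjusted p = 0.012 to 0.0227), *Fgf23*, *Fgf12* and *Fgfr3* with the slide as a block, *Fgfr4* with a floor of 50, *Fgf1*, *Fgf23*, *Fgf14*, *Fgf12*, *Fgfr3* and *Fgfr4* as the mean of all probes of the gene and *Fgfr4* after normexp background correction. *Fgf1* lost the call without any 1 of the 8 arrays (adjusted p = 0.0124 to 0.0226), *Fgf23* without any 1 array other than medium replicate 1 (adjusted p = 0.0111 to 0.0229), *Fgf14* without any 1 array other than medium replicate 1, Th1 replicate 2 and Th1 replicate 4 (adjusted p = 0.0109 to 0.0125), *Fgf12* without any 1 array other than medium replicate 4 (adjusted p = 0.0108 to 0.0174), and *Fgfr4* without any 1 array other than Th1 replicate 4 (log2 fold change -1.11 to -0.95).

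**Figure D2:**
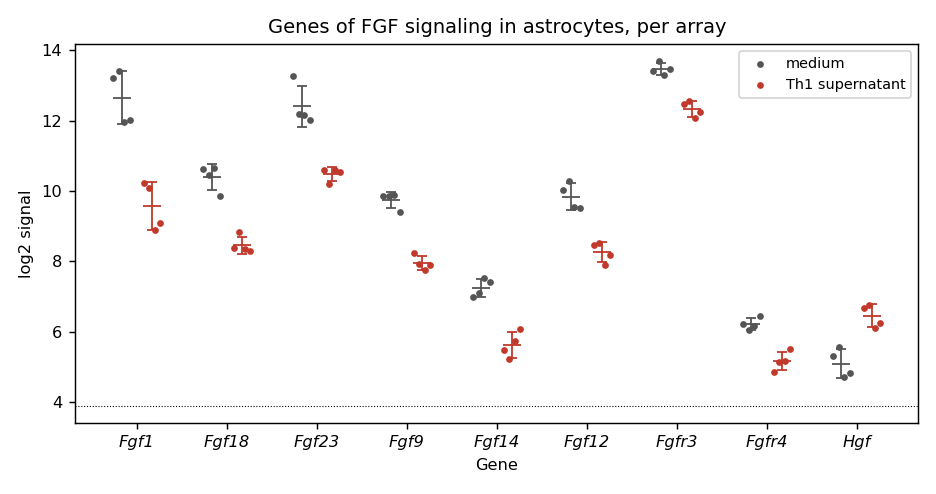
Normalized log2 signal (vertical axis) of FGF ligands, FGF receptors and *Hgf* on each of 4 medium-treated and 4 Th1-treated astrocyte arrays. Points are arrays, horizontal marks with bars are the mean ± SD, and the dotted line is the floor. The arrays of *Fgf9* and of *Fgf18* do not overlap between the groups.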

Taken together, these results indicate that Th1-derived effectors regulate distinct physiological functions in microglia and astrocytes apart from inducing a common neuroinflammatory phenotype (Table 4).

### Cytokine and growth factor regulation

So far it appears that Th1-derived effectors regulate transcription of those genes in microglia and astrocytes which encode products that govern cell migration, cell morphology, and tissue repair processes. Analysis of regulator effects in IPA has shed light on subtle differences in the task undertaken by these cell types. Most of these mentioned processes are regulated by cytokines and growth factors. Therefore, we selected cytokines and growth factors induced by Th1-derived effectors and compared their expression in microglia and astrocytes. We generated a heat map using the fold change values and observed that astrocytes and microglia demonstrated key differences in the pattern of expression of genes encoding chemokines, cytokines, and growth factors (Figure 4). 

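Astrocytes answered Th1-derived effectors with higher expression of chemokines that attract T cells and monocytes. *Cxcl10* rose from 10.64 ± 0.49 (SD, n = 4) in medium to 17.32 ± 0.06 (n = 4; log2 fold change 6.68, standard error 0.24, adjusted p = 1.54e-05). *Ccl5* rose from 12.09 ± 1.10 to 17.96 ± 0.03 (log2 fold change 5.87, standard error 0.53, adjusted p = 0.000766) and *Ccl2* from 12.57 ± 1.23 to 17.81 ± 0.06 (log2 fold change 5.24, standard error 0.60, adjusted p = 0.00178). *Ccl8*, a monocyte attractant, rose by 7.51 on the log2 scale (adjusted p = 6.73e-05), with 2 of 4 medium arrays above background, and *Cxcl9* reached 15.56 ± 0.28 from no signal in medium. With a floor of 50 *Ccl8* rose by 6.035. Of 36 chemokines listed beforehand, 8 were higher and 0 lower, and 10 were higher when adjusted over the list alone. The list passed camera as higher (adjusted p = 9.61e-05), but not with an estimated correlation (adjusted p = 0.0602). *Ccl5* and *Ccl2* did not pass with the experiment number as a block (adjusted p = 0.011 to 0.0164).

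**Figure D3:**
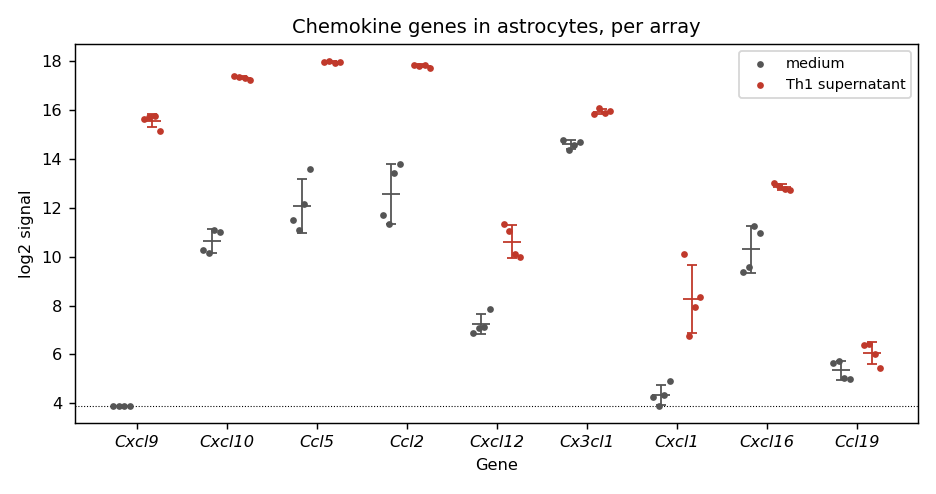
Normalized log2 signal (vertical axis) of 9 chemokine genes on each of 4 medium-treated and 4 Th1-treated astrocyte arrays. Points are arrays, horizontal marks with bars are the mean ± SD, and the dotted line is the floor. *Cxcl9* lies on the floor on all medium arrays, and the groups of *Ccl19* overlap.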

Genes encoding chemokines such as *Cxcl9, Cxcl10, Ccl5*, and *Ccl2* are upregulated in both microglia and astrocytes. However, *Ccl19, Cxcl12 Cxck16*, and fractalkine (*Cx3cl1*) are specifically upregulated in astrocytes, whereas *Ccl6* and *Ccl24* were the chemokines upregulated in microglia. 

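Of the chemokines set apart here, 2 rose in astrocytes at the limits used. *Cxcl12*, which guides leukocytes and neural precursors, rose from 7.24 ± 0.42 (SD, n = 4) in medium to 10.62 ± 0.69 (n = 4; log2 fold change 3.38, standard error 0.39, adjusted p = 0.00187). *Cx3cl1*, the membrane-bound chemokine fractalkine, rose from 14.60 ± 0.18 to 15.93 ± 0.11 (log2 fold change 1.33, standard error 0.10, adjusted p = 0.000396). *Cxcl16* was measured at 10.29 ± 0.96 in medium and 12.86 ± 0.13 with Th1-derived effectors and did not pass (log2 fold change 2.56, standard error 0.47, adjusted p = 0.0114). *Ccl19*, which directs T cells and dendritic cells, was measured at 5.35 ± 0.39 and 6.06 ± 0.46 and did not pass (log2 fold change 0.71, standard error 0.29, adjusted p = 0.169). *Ccl6* had a log2 fold change of -0.11 in astrocytes (adjusted p = 1), which turned positive without Th1 replicate 1 or 2 or medium replicate 3 or 4 (0.014 to 0.32), and *Ccl24* was above background on 1 of 4 arrays in each group, so no fold change is given. *Cxcl16* was called after normexp background correction (adjusted p = 0.00319), without a floor, over genes above background only, with all 12 arrays in 1 fit and with an intensity trend, and *Ccl19* in a test per probe (0.00476). *Cxcl12* and *Cx3cl1* did not pass with the experiment number as a block (adjusted p = 0.0122 to 0.026) and *Cxcl12* with the slide as a block.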

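*Cxcl1*, which attracts neutrophils, was measured at 4.35 ± 0.41 (SD, n = 4) in medium-treated astrocytes and at 8.28 ± 1.39 (n = 4) with Th1-derived effectors. It was higher in all 4 experiments, with 3 of 4 medium arrays above background, and its spread among the Th1-treated arrays was wide. Its log2 fold change was 3.93, and 2.64 with a floor of 50. At 3.93 *Cxcl1* did not pass at 0.01 (standard error 0.70, adjusted p = 0.0104 from limma). It passed without Th1 replicate 1 (adjusted p = 0.00819), without Th1 replicate 2 (0.00835), without a floor (0.00983), over genes above background only (0.0013) and with an intensity trend (0.00779).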

*Cxcl1* is the only chemokine that was upregulated in astrocytes and downregulated in microglia. Therefore, it is likely that microglia and astrocytes might control movement of cells into and within the CNS by up- or downregulating distinct sets of chemokines. Significant differences in the expression profile of genes encoding cytokines that are capable of altering cell morphology, behavior, and proliferation were also observed between microglia and astrocytes. For instance, gene encoding *Il6*, a key cytokine that drives neuroinflammation, was induced by Th1-derived effectors in astrocytes but not in microglia. On the other hand, *Sectm1a*, a novel co-stimulatory molecule reported to bind to CD7 on T cells and to induce their proliferation (Howie et al., 2013), is upregulated several fold higher in microglia than in astrocytes. 

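*Il6*, which drives acute inflammation, rose from 4.36 ± 0.33 (SD, n = 4) in medium-treated astrocytes to 7.70 ± 0.61 (n = 4) with Th1-derived effectors (log2 fold change 3.33, standard error 0.34, adjusted p = 0.00112). Its medium level lies near the floor, and the rise was 2.05 with a floor of 50 and 1.97 after normexp background correction. *Il1rn*, the natural antagonist of IL-1, rose by 3.73 on the log2 scale (adjusted p = 0.0019, with 2 of 4 medium arrays above background), and *Il15*, a cytokine that sustains T cells and NK cells, by 2.03 (adjusted p = 0.000518). With a floor of 50 *Il1rn* rose by 2.13. *Il21* was above background on 0 of 4 medium arrays and was at least 6.5-fold higher, but its log2 fold change was 0.96 with a floor of 50. Of 48 interleukins and other cytokines, 9 were higher, 0 were lower and 39 did not pass the test, with 11 higher when adjusted over the list alone (camera, adjusted p = 0.00234, and 0.0371 with an estimated correlation). Only 27 of the 48 were above background on all arrays of a group. *Il6* and *Il21* did not pass with the experiment number as a block (adjusted p = 0.0146 to 0.0172) and *Il1rn* and *Il21* with a floor of 50.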

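In astrocytes, *Sectm1a* came on from no signal above background in medium to a low level with Th1-derived effectors. It was measured at 6.63 ± 0.17 (SD, n = 4) on the Th1 arrays, which makes it at least 6.61-fold higher than in medium (adjusted p = 7.01e-06 from limma). With a floor of 50 its change was under 2-fold (log2 fold change 0.99).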

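*Bdnf* and *Ntf3*, neurotrophins that keep neurons alive, were lower in Th1-treated astrocytes. *Ntf3* fell from 8.18 ± 0.22 (SD, n = 4) in medium to 6.36 ± 0.23 (n = 4; log2 fold change -1.82, standard error 0.15, adjusted p = 0.000568), and *Bdnf* from 8.95 ± 0.36 to 7.56 ± 0.29 (log2 fold change -1.39, standard error 0.22, adjusted p = 0.00678). *Igf1*, which supports growth and myelination, had a log2 fold change of -2.50 (adjusted p = 0.00265), whereas *Vegfc*, a growth factor of lymphatic vessels, was higher by 1.39 (adjusted p = 0.00227). These 4 were the DEGs among 26 neurotrophic factors, 3 lower and 1 higher, or 4 lower and 2 higher when adjusted over the list alone, and the list as a whole did not pass camera (adjusted p = 0.721). Of 22 BMP and GDF ligands, *Bmp2* was higher (1.76, adjusted p = 0.000704), while *Bmp7* (-1.30, adjusted p = 8.98e-05), *Bmp4* (-1.28, adjusted p = 0.000451) and *Bmp6* (-1.27, adjusted p = 0.00554) were lower, also when adjusted over the list alone (camera, adjusted p = 0.19). Of the 8 genes of BMP signaling in Table 4, a list chosen on these samples and so not independent evidence, 3 were higher and 5 lower, also when adjusted over the list alone (camera, adjusted p = 0.224). Of these 8, 5 were called with the experiment number as a block and 5 without Th1 replicate 2, Th1 replicate 3 or medium replicate 3. In a test per probe, the neurotrophic list passed as lower (adjusted p = 0.048). *Ntf3*, *Igf1*, *Vegfc* and *Bmp2* did not pass with the experiment number as a block (adjusted p = 0.0102 to 0.0149), *Bdnf* with the slide as a block and *Bmp4* as the mean of all probes of the gene. *Bdnf* and *Bmp6* lost the call without any 1 array other than medium replicate 4 (adjusted p = 0.0138 to 0.0244), *Igf1* without Th1 replicate 1, Th1 replicate 2 or Th1 replicate 3 (adjusted p = 0.0109 to 0.0123), and *Vegfc* without Th1 replicate 2 or medium replicate 3 (adjusted p = 0.0104).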

Interestingly, expression of genes encoding key growth factors, such as those belonging to the FGF family, *Bdnf* and *Ntf3*, which have a role in neurogenesis and tissue repair, were downregulated in response to Th1-derived effectors in astrocytes but not in microglia. Taken together, Th1-derived effectors induce distinct changes in the transcriptome of microglia and astrocytes that affect vital processes such as chemotaxis, cell proliferation regeneration and repair.

**Figure 4:**
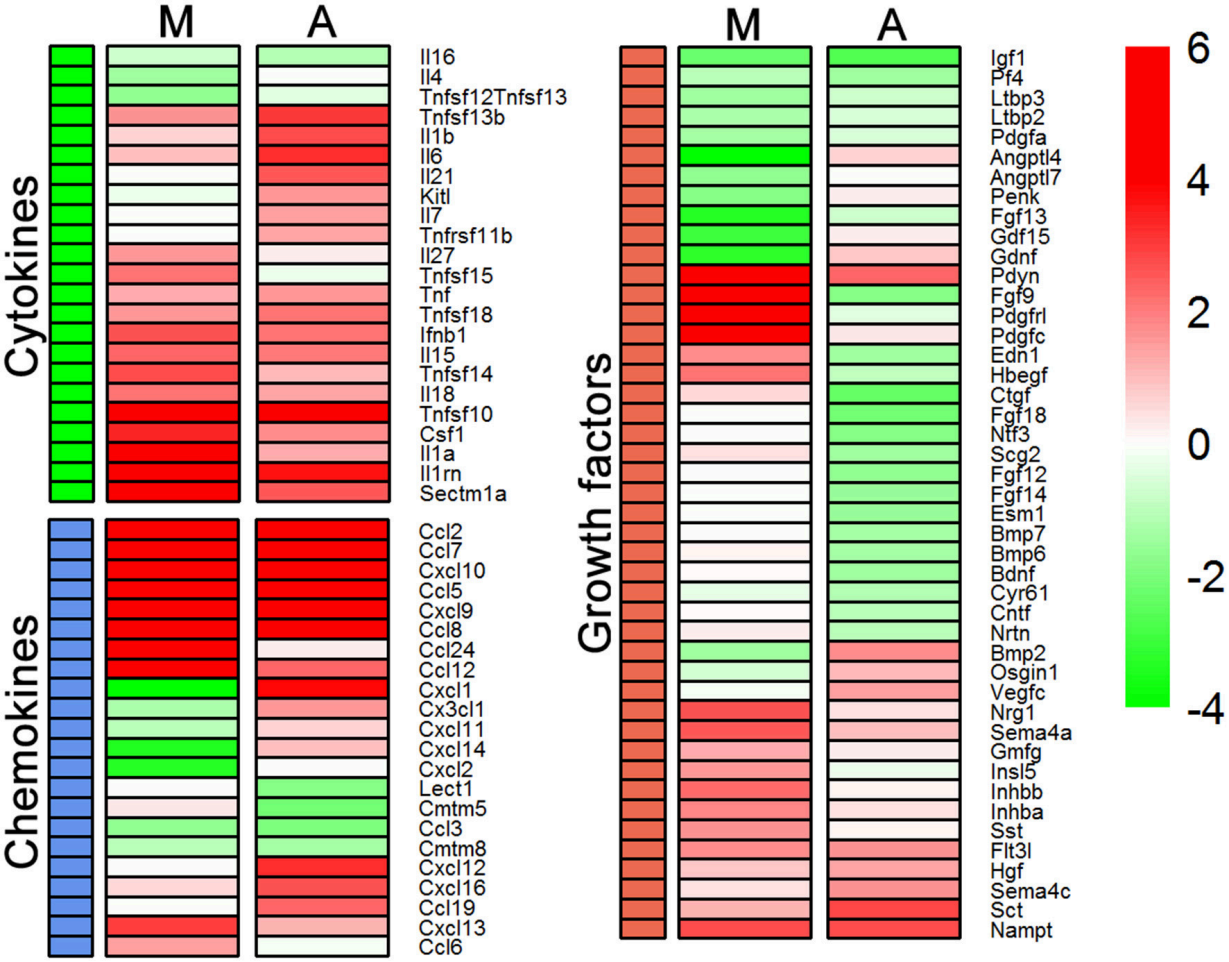
Expression of genes encoding cytokines and growth factors between microglia (M) and astrocytes (A). Heat maps were generated using log_2_ (fold change) values for genes listed for cytokines, chemokines, and growth factors to compare their expression in each cell type.

### Kinetics of microglia and astrocyte response to Th1 effectors

So far our microarray analysis has provided evidence that at a given time point microglia and astrocytes in response to Th1-derived effector molecules exhibited a certain specific gene expression profile that might have influence on distinct cellular processes. However, there is still a possibility that some genes in response to particular stimuli might follow different expression kinetics in different cell types. To address this, we followed expression kinetics of few randomly selected genes that were shown to be specifically regulated in microglia and astrocytes in our microarray analysis. 

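Of the 9 genes followed by RT-PCR, 3 were higher and 2 lower on the arrays of astrocytes treated for 16 h, also when adjusted over the list alone. The 5 are *Il6*, *Cxcl12*, *Cx3cl1*, *Bdnf* and *Fgf9*, whose values stand above. *Gdnf*, a trophic factor of dopaminergic and motor neurons, was measured at 8.48 ± 0.14 (SD, n = 4) in medium and 9.26 ± 0.28 (n = 4) with Th1-derived effectors (log2 fold change 0.78, standard error 0.15, adjusted p = 0.014). *Mertk*, a receptor for the uptake of myelin and dead cells, stood at 7.92 ± 0.20 and 7.92 ± 0.52 (log2 fold change 0.00, standard error 0.27, adjusted p = 1; -0.18 to -0.045 without medium replicate 1 or 2 or Th1 replicate 3 or 4), and *S1pr1*, a receptor for sphingosine-1-phosphate, at 11.14 ± 0.14 and 11.56 ± 0.17 (log2 fold change 0.43, standard error 0.11, adjusted p = 0.0373). *Myh10*, a non-muscle myosin, was measured at 13.62 ± 0.40 and 12.70 ± 0.26 (log2 fold change -0.92, standard error 0.23, adjusted p = 0.037). None of these 4 passed the test. The study chose the 9 genes, so their count is not independent evidence (camera, adjusted p = 0.166).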

We treated microglia and astocytes for 6, 18, and 48 h with Th1 culture supernatants and assessed the expression of genes shown in Figure 5 using RT-PCR. For majority of the genes tested, we could confirm a similar trend of regulation for 18 h treatment and was consistent with the microarray analysis. Only exception was *Il6* expression which according to microarray analysis has been shown to be specifically upregulated in astrocytes but the RT-PCR analysis reveal that it is highly upregulated in both microglia and astrocytes. Reason for this discrepancy is unclear. Interestingly, few genes displayed certain kinetics in their regulation in response to Th1 treatment. For instance, *Cx3cl1* (fractalkine) is upregulated at early time point (6 h) in microglia and thereafter its expression was downregulated. On the other hand expression of Cx3cl1 was induced early in astrocyte and its expression remained upregulated even at 48 h (Figure 5). Similarly *Gdnf* (glial cell-derived neurotrophic factor) transcript which was downregulated at all time points in microglia was shown to be upregulated by Th1-derived effectors in astrocytes at 6 h time point. These results though confirm the specificity in regulation of certain genes in microglia and astrocytes, it also hints that there might be cell specific gene expression kinetics in response to Th1-derived factors.

**Figure 5:**
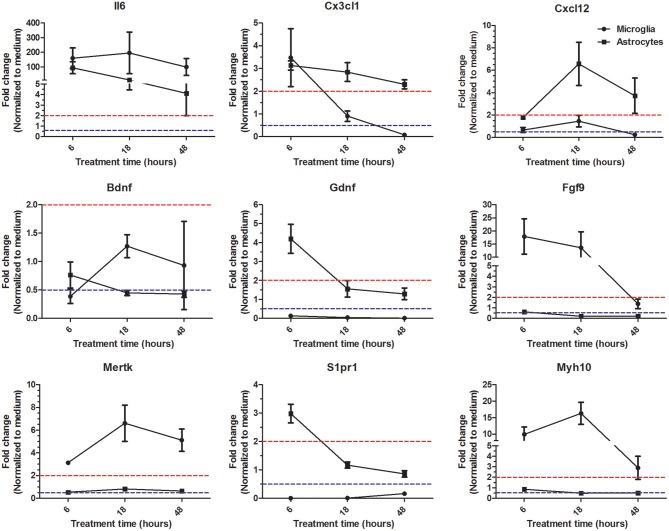
Expression kinetics of genes identified as specifically regulated in microglia and astrocytes. Microglia and astrocytes were treated with Th1 culture supernatants for 6, 18, and 48 h. Expression of given genes was analyzed by RT-PCR. Results are represented as fold changes normalized to respective medium controls. Data above dashed red line indicate upregulation >2-fold and the data below dashed blue line indicate downregulation >2-fold. The data form four independent experiments (*n* = 4) is represented as mean ± SD.

## Discussion

Altered behavior of microglia and astrocytes is a common feature in neuroinflammatory diseases such as MS. This is a consequence of their direct interaction with CNS infiltrating immune cells or by sensing the factor(s) released by them. These functions are regulated by proteins encoded by a set of genes and hence understanding the transcriptional changes in response to a particular stimulus can shed light on biological pathways and cell functions influenced by that particular stimulus. Using the approach of unbiased global gene expression profiling we have shown that effector molecules associated with Th1 cells induce robust and distinct transcriptional changes in microglia and astrocytes. While Th1-derived effectors induce a common IFN-γ dependent response in these cell types as demonstrated by our upstream regulator analysis, most valuable information on how they regulate neuroinflammation and subsequent neurodegeneration through glial cells was obtained from the analysis of DEGs that are specifically regulated in microglia and astrocytes.

The induction of a T cell mediated neuropathology such as seen in MS is a highly complex process involving several stages. Presumably the foremost event involves poorly understood primary neuroinflammation that leads to priming of T cells against CNS antigens in the draining lymph nodes, followed by infiltration of effector T cell subpopulations into the CNS through a now compromised BBB, their interaction with resident glial cells and culminating into heightened neuroinflammation, which finally opens gates for the infiltration of a second wave of immune cells into the CNS (Fletcher et al., 2010; Wilson et al., 2010). In addition to this, tissue repair mechanisms are also hampered due to the highly proinflammatory microenvironment. The neural tissue integrity is highly dependent on the ability of microglia and astrocytes to switch between homeostatic-resting, pro-inflammatory-damaging, and anti-inflammatory-repair phenotypes (Rothhammer and Quintana, 2015; Colonna and Butovsky, 2017; Liu et al., 2017). The phenotypic switch is regulated by the existing cytokine and growth factor milieu within the CNS. Due to their anatomical association microglia and astrocytes have different capacities to react to environmental cues.

Astrocytes are the most abundant cell type in the CNS. They are in close association with the BBB and neurons and hence are an important source of essential growth factors required for neurogenesis and neural homeostasis (Iadecola and Nedergaard, 2007). They can respond to danger signals and produce pro-and anti-inflammatory factors that can cause tissue damage or are involved in repair processes (Rothhammer and Quintana, 2015). Microglia are considered to be highly immune reactive cells of the CNS. They constantly sample the CNS microenvironment, sense the potential danger, and in the absence of an active immune system, provide factors that can potentially resolve the problem without causing much damage (Colonna and Butovsky, 2017). Their ability to phagocytose and clear the debris is essential for repair process (Sierra et al., 2013). However, their phenotype and function is altered under pathological conditions triggered by trauma, infection, or autoimmunity. Reactive astrogliosis and microgliosis, a common term used to refer to astrocyte and microglial activation, can have deleterious consequences. All these vital functions of microglia and astrocytes are regulated by a set of transcriptional regulators which, depending on the external stimuli, are activated and regulate gene expression.

CD4^+^ T helper cells mediate their effects by providing soluble factors that alter the behavior of other cells. Th1 and Th17 cells are among the key effector T helper cell subpopulations that have been closely associated with the pathology of MS. We have demonstrated in the past that soluble factors secreted by Th1 cells induced significant changes in the phenotype and function of both microglia and astrocytes (Prajeeth et al., 2014, 2017, 2018). However, Th17-derived effector molecules only acted on astrocytes and not on microglia. Although it was evident that Th1-derived effectors conferred a proinflammatory phenotype to microglia and astrocytes it was not clear how other functions were affected.

Global gene expression analysis of microglia and astrocytes exposed to Th1-derived culture supernatants revealed significant changes in the transcriptome of both cells types. Many genes were commonly regulated in microglia and astrocytes. However, a significant proportion of genes demonstrated cell type-specific regulation. In this study, we aimed to extract information of cell specific mechanisms induced by Th1-derived effectors that play a crucial role in the regulation of neuroinflammation and repair processes. We have previously characterized Th1-derived supernatants in terms of their cytokine profile and found IFN-γ and GM-CSF as the key cytokines present in high concentrations in these supernatants (Prajeeth et al., 2014). Therefore, it was not surprising that astrocytes and microglia exhibited the gene expression profile reminiscent of IFN-γ-mediated response. As listed in the ingenuity knowledge base, IFN-γ signaling regulates expression of *Nos2, Cxcl10, Icam1, Il6, Ptgs2, Cd40*, and *Ccl5*. Genes encoding these proteins were significantly upregulated in both microglia and astrocytes.

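The astrocyte genes for enzymes and surface molecules of inflammation in this set were higher with Th1-derived effectors. *Cd40*, through which T cells activate antigen-presenting cells, rose from 6.12 ± 0.25 (SD, n = 4) in medium to 11.09 ± 0.23 (n = 4; log2 fold change 4.97, standard error 0.16, adjusted p = 1.13e-05). *Icam1*, an adhesion molecule for leukocytes, rose by 3.16 on the log2 scale (standard error 0.16, adjusted p = 7.18e-05). *Ptgs2*, which makes prostaglandins, rose from 4.45 ± 0.47 to 7.26 ± 0.35 (log2 fold change 2.82, standard error 0.28, adjusted p = 0.00112), and *Nos2*, which makes nitric oxide, from 7.19 ± 0.31 to 9.74 ± 0.87 (log2 fold change 2.56, standard error 0.45, adjusted p = 0.00951). With a floor of 50 *Ptgs2* rose by 1.62. *Ptgs2* and *Nos2* did not pass with the experiment number as a block (adjusted p = 0.0129 to 0.0187), *Nos2* with the slide as a block, *Nos2* without quantile normalization and *Nos2* with a floor of 50. *Nos2* lost the call without any 1 array other than Th1 replicate 1 (adjusted p = 0.0188 to 0.033).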

As a common feature Th1-derived effectors regulated the expression of genes associated with neuroinflammatory pathways both in microglia and astrocytes. This is well known and the findings here are just a confirmation of previously published works. However, a comparative study of the transcriptome induced by Th1-derived effectors in microglia and astrocytes is lacking, which would give us the information of how such effectors regulate other vital functions of these glial cell types relevant to neurodegeneration, repair, and regeneration. A recent study comparing responses of microglia and astrocytes to endotoxin treatment observed distinct transcriptional changes in these cells (Srinivasan et al., 2016). Similar to this study, a four-way plot analysis of DEGs revealed distinct transcriptional changes in microglia and astrocytes in response to Th1-derived effector molecules. In addition to analyzing a significant proportion of genes that were commonly regulated in these cell types we also focused our analysis on distinctly regulated genes. We used the IPA tool from Ingenuity systems and based our interpretations by comparing the canonical pathways, upstream regulators, diseases and functions, and regulator effects. The GPCR signaling pathway has been associated with the highest –log of *p*-value among the canonical pathways using the microglia-specific gene set. GPCRs play important roles in inflammation. Classic examples of receptors that signal through GPCR are the ones that bind to chemokines. Chemokines play a significant role in amplifying neuroinflammation (Mony et al., 2014; Le Thuc et al., 2015). They assist migration of microglia to the sites of inflammation. Furthermore, GPCR signaling also induces release of inflammatory mediators that play a role in the recruitment of other cells to the inflammatory foci. Apart from this, GPCR signaling has been implicated in the regulation of neuropathic pain. Interestingly, among the genes enriched in this pathway we also found transcripts that encode regulators of G-protein signaling (RGS). RGS are negative regulators of GPCR signaling. Expression of genes encoding RSG10 and RSG18 is downregulated in microglia by Th1-derived effectors. It has been shown that RGS10 promotes dopaminergic neuron survival via regulation of the microglial inflammatory response (Lee et al., 2008). Its knockdown in microglia resulted in dysregulated expression of inflammation-related genes (Lee et al., 2008). Another significant finding was that Th1-derived effectors downregulated several genes that regulate different stages of cholesterol biosynthesis. Cholesterol metabolism has a great importance in neurodegeneration associated with aging and MS. A recent study has demonstrated that clearance of cholesterol-rich myelin debris by phagocytosis is essential for regeneration (Cantuti-Castelvetri et al., 2018). Impaired clearance of myelin results in transition of free cholesterol into crystals and thereby inducing an immune response that impedes tissue regeneration (Cantuti-Castelvetri et al., 2018). Microglia are the professional phagocytes involved in myelin clearance in the CNS and this has been shown to have an impact on remyelination process (Skripuletz et al., 2013; Lampron et al., 2015). In the context of our findings, it is likely that Th1-derived effectors by inhibiting cholesterol metabolism might impede myelin uptake and regeneration. Phagocytosis is a key function of microglia which can be both beneficial and detrimental (Sierra et al., 2013). Another relevant finding in this regard is that the transcripts of tyrosine kinase phagocytic receptor MerTK were specifically upregulated in microglia. MerTK has been shown to be involved in myelin phagocytosis and its specific inhibitors reduced myelin phagocytosis (Healy et al., 2016). Hence it is likely that Th1-derived effectors influences the phagocytic function of microglia. In accordance with these findings we also identified phagosome formation pathways as top canonical pathway regulated by Th1-derived effectors in microglia.

Key canonical pathways that emerged from the analysis of DEG enriched specifically from astrocytes include positive regulation of the Eph/ephrin-mediated signaling pathway and inhibition of the FGF signaling pathway. Eph receptors are a tyrosine kinase family of receptors that binds to membrane bound ephrin ligands and mediate unique bidirectional signaling and known to assist astrocyte-neuron communication in the developing and adult CNS (Murai and Pasquale, 2011; Coulthard et al., 2012). Signals issued by Eph receptors and its ligands into their respective cells are referred to as forward and reverse signaling, respectively (Coulthard et al., 2012). Ephrin cues are presented in the form of concentration gradients and apparently play a role in guiding axonal growth. We found genes encoding EphA5 and EphB3 upregulated and EphB1 and EphB6 downregulated in astrocytes. Therefore, it is likely that Th1-derived effectors modulate neural regeneration through astrocytes. However, from the existing evidence it is difficult to conclude if astrocytes in response to Th1-derived effectors assist or suppress neurogenesis. In addition, our data also predict that Th1-derived effectors are likely to impact neural tissue regeneration by downregulating expression of several members of the FGF family in astrocytes. FGF are growth factors which play an important role in neuronal and glial cell differentiation (Turner et al., 2016). FGF signaling in the CNS has both beneficial and detrimental effects. A recent study has shown that FGF9 inhibits remyelination and induces a proinflammatory environment in MS lesions (Lindner et al., 2015). We observed that expression of genes encoding FGF9 was suppressed in astrocytes in response to Th1-derived effectors. Other studies have shown that FGF inhibits reactive astrogliosis and might improve axonal regeneration and functional recovery (Kang et al., 2014).

The information about the possible biological impact from this transcriptome analysis came from studying the regulator effects in IPA. It appears that Th1-derived effector molecules mainly regulate the pathways that impact cell-cell communication, cell migration activation, and repair processes in astrocytes and microglia. One of the key effectors that regulate the above mentioned processes are the cytokines and growth factors. Our comparative analysis of genes encoding cytokines and growth factors enriched from 3170 DEGs between astrocytes and microglia suggests that in response to Th1-derived effectors predominantly microglia provide cytokines that regulate activation and migration of cells into the inflammatory sites. Astrocytes also regulate migration of cells in to the CNS by upregulating chemokines and cell adhesion molecules. However, the most distinct effect was the more readily downregulated expression of several crucial growth factors in astrocytes as compared to microglia. This is in support of growing evidence that a dysregulated function of astrocytes might hamper repair process following neuroinflammatory damage (Toft-Hansen et al., 2011; Skripuletz et al., 2013). Although we identify several genes governing various cellular processes to be specifically regulated in a particular glial cell type in response to Th1-derived factors, one cannot rule out the possibility that these genes may follow different expression kinetics in microglia and astrocytes. We have tested this for few genes encoding chemokines and growth factors and found that at least Cx3cl1 and Gdnf expression was regulated at different time points in microglia and astrocytes. Hence it would be vital for further studies aiming to understand the effects of T cells effectors on particular microglial or astrocyte function to also include time kinetics.

In conclusion, our comparative transcriptome analysis in microglia and astrocytes shed light on distinct pathways regulated by Th1-derived effectors in these glial cell types. We strongly believe our findings are highly relevant for studies aiming at understanding T cell mediated neuropathologies with focus beyond cytokines and growth factors and to explore other aspects such as metabolic pathways regulated by effector T cells in glial cells that may potentially influence neurodegeneration and repair processes. This may eventually lead to new therapeutic targets and devising new strategies to treat neuroinflammatory and neurodegenerative disorders.

## Author contributions

CP, JH, and MS conceived the experiments. CP performed experiments. OD-B performed microarrays. CP, OD-B, and ST analyzed microarray data. JH helped with Th1- and Th17 cultures and generated supernatants. PR helped with the cytokine profiling of Th1 culture supernatants. CP and MS wrote the manuscript.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Supplementary material

Supplementary Figure 1 Purity of cells generated with our culture protocols. Representative images show the purity of microglia and astrocyte harvested from neonatal mouse brain mixed glial cell preparations. **(A)** Microglia harvested by short agitation (30 min at 180 rpm) of cultrure flasks yielded highly pure microglia (CD11b^+^ cells) as assessed by flow cytometry. **(B,C)** Astrocyte cultures obtained after eliminating reminiscent microglia and oligodendrocyte precursor cells by overnight agitation (170 rpm) followed by AraC treatment had high percentage of GFAP^+^ astrocytes and very few contaminating microglia (CD11b^+^ and Iba1^+^ cells). **(D)** Polarized Th1 cells were either unstimulated of restimulated with anti-CD3/CD28 and its purity was assessed by staining for IFNγ and IL-17A. Dot plots show that polarized Th1 cells contained high percentage of IFNγ^+^ IL-17^−^ cells. **(E)** Concentration of mouse Th cytokines was measured in the Th1 culture supernatants. Data presented here is mean ± SD of culture supernatants collected from four independent Th1 cultures (*n* = 4).

Supplementary Table 1 Genes regulated by IFN-g/STAT1 signaling.

Supplementary Table 2 Taqman probes used for RT-PCR.

How the deposited data were processed for this re-analysis (not part of the article)

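RNA of primary mouse astrocytes was measured on 12 one-color Agilent arrays: 4 after 16 h in medium, 4 after 16 h with Th1-derived supernatants and 4 after 16 h with Th17-derived supernatants, from experiments numbered 1 to 4. The arrays lay on 3 slides, each holding at least 1 array of every treatment. Every non-control probe was spotted 4 times, which gave 39429 probes per array. The authors labelled the RNA with Cy3, scanned the slides and extracted the features with Agilent Feature Extraction 10.7.3.1 with multiplicative detrending switched off. As deposited, the intensity values are processed signals per feature, from which the authors' extraction software had subtracted the background, without any normalization between arrays. The authors' normalized table also holds 12 columns of microglia arrays from another series. They are no samples of this series and were not used, so no claim on microglia was examined.

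Values were computed in R 4.3.3 with data.table 1.17.8 and limma 3.58.1. Following the paper's methods, features were left out when they were flagged by hand, called outliers by the software, lay outside 1.42 times the interquartile range of their 4 replicates or had a pixel coefficient of variation over 0.5. The remaining features of a probe were averaged by the geometric mean, quantile normalized over the 12 astrocyte arrays, scaled to a 75th percentile of 1500, raised to a floor of 15 and log2-transformed. The paper normalized astrocyte and microglia arrays together, which the values here do not repeat. The files name probes by accession and not by gene symbol, so symbols were taken from a RefSeq table: 28330 probes received a symbol and 11099 did not, and the latter were grouped by their accession. Of the 32095 genes tested, 6100 had several probes, at most 7, and the probe with the highest mean over the 12 arrays stood for its gene. Among the 424 DEGs with several probes, 251 had another probe that was not called and 1 had another probe called in the other direction. A probe counted as above background where more than 0.5 of its retained features were well above background. Between 59.9% and 67.5% of the probes passed this on an array, and 0 probes were saturated. A gene above background on no array of one group has a lower bound in place of a fold change, computed against the floor. A higher floor gives a smaller bound.

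Groups were compared with limma (lmFit and eBayes, two-sided) on the 8 arrays of the pair, without a block, since the paper's methods state no pairing for its test. The paper does describe 4 independent experiments, with fold changes taken against the respective medium controls. The p-values were adjusted by Benjamini-Hochberg over all genes, and a gene was called at an adjusted p under 0.01 and a change of at least 2-fold, the paper's thresholds. Th1-treated against medium-treated astrocytes is the comparison of the paper. Th17-treated against medium-treated and Th1-treated against Th17-treated astrocytes are given after the paper only. In addition, 48 gene lists, 39 of general pathways, cell types and cell states and 9 from the paper's tables, were fixed beforehand. They hold 840 genes, of which 828 were measured. Lists were tested with camera in limma at a preset correlation of 0.01, beside it with an estimated correlation and with fry, and called at an adjusted p under 0.05 over the 48 lists. The list limit was chosen after the data had been seen. For Th1-treated against medium-treated astrocytes, the values of fry are not given with each list. Among lists that passed camera but not with an estimated correlation, fry's test of direction passed for chemokines, FGF ligands and FGF receptors (adjusted p = 9.67e-06, 3.29e-05 and 0.000265). It did not pass for the microglia markers (0.189) or the fibroblast and pericyte markers (0.0881). The genes named are those the paper names, the 10 largest changes in each direction among DEGs above background on all arrays of both groups, the 10 largest lower bounds, up to 4 called members of a list in each direction or, where none was called, the 2 with the smallest adjusted p, and members with the highest signal in the lists of other cell types and housekeeping genes. Not every gene that the rule covers is printed. The values in the paper's tables were known when the rule was written.

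Because the experiments are numbered, it was checked whether equal numbers pair the arrays of different treatments. Over 18463 genes above background, each centered within its treatment, the 12 pairs of arrays with the same number correlated at 0.279 to 0.815 (median 0.702) and the 36 other pairs at -0.732 to 0.808 (median -0.405), and 8 of 12 arrays correlated best with an array of their own number. Within experiments 1 and 2 alone, pairs with the same number lay at 0.279 to 0.719 and the others at 0.268 to 0.808. Within experiments 3 and 4 alone they lay at 0.700 to 0.815 and at 0.253 to 0.469. Equal numbers thus showed as pairs in experiments 3 and 4 only. The number served as a block in one of the alternatives. The steps were tested on simulated data with the spread of these arrays, with 200 changed probes for each fold change. The changed probes were taken from those of higher signal, and the noise was independent between arrays and probes. The shares recovered therefore do not give the completeness of the real lists. For Th1-treated against medium-treated arrays, 20.5% of 2-fold, 66% of 3-fold, 77.5% of 4-fold and 95% of 8-fold changes were recovered, 0 in the wrong direction, and 0 unchanged probes were called. The number of arrays limits the precision.

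The counts of DEGs, the list tests and the log2 fold changes of 159 genes for Th1-treated against medium-treated, 8 for Th17-treated against medium-treated and 5 for Th1-treated against Th17-treated astrocytes were recomputed, as far as each setting applies to them, under alternatives set beforehand: without quantile normalization, with normexp background correction (offset 50), without a floor, with a floor of 50, with the median of the features, over genes above background in a group only, with the mean of all probes of a gene, in a test per probe, with all 12 arrays in 1 fit, with the experiment number or the slide as a block, with an intensity trend, at an adjusted p under 0.05, without a limit on the fold change, and without each array in turn. One line per accession in place of the symbol was added after the data had been seen. The paper's pathway analysis rests on a commercial knowledge base that the files do not hold, so its Z-scores were not recomputed. The RT-PCR and the immunostaining have no deposited data.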

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

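The tests of the explanations weighed here were chosen after the results had been seen, except for the counts over other splits of the arrays, which were set beforehand.

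Th1-treated and Th17-treated astrocytes were not compared in the paper, and the 2 groups differed in 875 of 32095 genes, 638 higher and 237 lower with Th1-derived effectors. Over all 35 splits of these 8 arrays, 1 split, the real one, reached this count, and the highest other count, 70, came from experiments 1 and 2 against 3 and 4. If equal numbers pair the arrays, which showed in experiments 3 and 4 but not within experiments 1 and 2, the fitting splits are the 8 that part every pair. These are too few for a share under 0.05, with 875 genes in the real split and at most 0 in the others by limma (at most 813 at unadjusted p below 0.05). With the experiment number as a block 413 genes were called, and leaving out Th1 replicate 1, 2, 3 or 4 gave 509, 355, 317 or 412 and leaving out Th17 replicate 1, 3 or 4 gave 477, 374 or 452. For Th1-treated against medium-treated astrocytes, 1 of 35 splits, the real one, reached the real count of 1617, and the highest other count, 88, came from the same parting of the experiments. The 8 splits that part every pair are again too few for a share under 0.05, with at most 0 genes in the others by limma (at most 1685 at unadjusted p below 0.05).

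Th17-derived effectors raised no single gene past the limits, with 0 genes called by limma against medium and 867 at unadjusted p below 0.05. That number was 1769 with the experiment number and 1363 with the slide as a block, each again with 0 genes called. A share of 0.05 of all 32095 genes is 1604.8, but genes at the floor on every array cannot reach such a p. That figure is therefore no count expected by chance. Over the 19718 genes above background in a group, 911 had an unadjusted p below 0.05, again with 0 called. With a real count of 0, all 35 of 35 splits reach it by construction, so the splits say nothing about chance here. The highest other count was 287. That split parts experiments 1 and 2 from experiments 3 and 4, and so points to a structure of the arrays that is weighed below. Over lists of genes, the median log2 difference was 0.97 for 34 NF-kB and IL-17 target genes, 2.31 for 23 interferon-inducible GTPases (the same with the 3 genes that have a lower bound set to that bound), 0.79 for 41 type I interferon antiviral genes and 0.58 for 13 pan-reactive astrocyte genes. All 4 lists passed camera as higher (adjusted p = 2.76e-36, 1.02e-30, 1.18e-35 and 1.44e-12), and none passed with an estimated correlation (adjusted p = 0.0845, 0.0845, 0.103 and 0.0845) or in fry's test of direction (adjusted p = 0.0993, 0.103, 0.152 and 0.0993). In fry's test of change in either direction, the pan-reactive genes passed (adjusted p = 0.0146) and the other 3 lists did not (0.0624, 0.0738 and 0.135).

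The difference of the interferon-inducible GTPases between Th17-treated and medium-treated astrocytes, of which 0 of 23 were called by limma, 0 when adjusted over the list alone and 17 at unadjusted p below 0.05, was uneven over the experiments. Over the 17 GTPases above background on all medium and Th17 arrays, the median log2 difference was 0.71, 3.55, 3.28 and 1.86 in experiments 1 to 4, a range of 2.83, against 6.25, 6.23, 5.48 and 5.58 with Th1-derived effectors. Without quantile normalization the range was 2.89, which argues against the normalization, and the 2 medium arrays on the slide of the Th17 array of experiment 1 differed from the other medium arrays by -0.233, far less than the range, which argues against the slide. An exchange of the Th17 array of experiment 1 for a medium array was examined by the 34 NF-kB and IL-17 target genes. On that array 17 lay above all 4 medium arrays, where 6.8 are expected of a medium array, against 29, 27 and 26 on the Th17 arrays of experiments 2 to 4. The genes of this list move together (estimated correlation 0.52), so a medium array could also exceed 6.8 by far, and the count does not decide it. A different interferon content of the 4 supernatants may account for the range of 2.83 and cannot be told apart from other differences between the experiments, because the content of the supernatants is in no file.

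The arrays of experiments 1 and 2 stood apart from those of experiments 3 and 4 in all 3 treatments. Arrays of different treatments that shared a slide, 1 of experiments 1 and 2 and 1 of experiments 3 and 4, occurred on slide 2 only. They correlated at -0.379, -0.421 and -0.581, which argues against the slide as the reason there. Slide 1 held only experiments 1 and 2 and slide 3 only experiments 3 and 4, so on these the slide cannot be told apart from the experiments. The microglia markers differed by at least 1.38 in each treatment without quantile normalization, which argues against quantile normalization. Astrocyte markers were lower in experiments 3 and 4 (-0.53 in medium, -0.35 with Th1-derived and -0.29 with Th17-derived effectors), as a lower share of astrocytes would have it, but such a share would also raise the markers of all other cell types, and the fibroblast and pericyte markers were lower too (-0.74, -0.60 and -0.44). A candidate explanation is a larger share of microglia in experiments 3 and 4: over 22 markers the median difference was at least 1.41 in each treatment (1.55 in medium, 1.45 with Th1-derived and 1.41 with Th17-derived effectors), and 21 of the 22 were higher in all 3. The paper reports under 3% CD11b-positive cells after shaking and treatment with AraC, and other differences between the experiments stay open, as no file describes them.

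In 343 groups of 4 arrays, the array farthest from the others was examined by its gap to the nearest array over the range of the group, and 19 groups passed the limit, where 17.15 are expected since chance passes about 1 in 20. On medium replicate 1, *Snap25* and *Fgf23* were higher than on the other medium arrays (ratio 0.865 and 0.859), as were *Ccl8* (1, with the other 3 at the floor) and *Gbp3* (0.864), while *Ephb3* (0.945), *Sema4c* (0.900) and *Epha5* (0.841) were lower. On medium replicate 4, *Gm4841* and *Il1rn* (1 each, with the other 3 at the floor) and *Tnfsf10* (0.902) were higher, and *Fgf9* (0.935) and *Gja1* (0.875) lower. *Irf7* was lower on medium replicate 2 (0.852). On Th1 replicate 2, *Tgtp2* was higher (1), and *Fgf23* (0.848) and *Acox2* (0.830) were lower. *H2-Eb1* was higher on Th1 replicate 3 (0.967), *Sstr2* on Th1 replicate 4 (0.852) and *Nfkbiz* on Th17 replicate 2 (0.832). None of the 9 groups of whole-array measures passed.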

How the results depend on the processing

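The alternatives were set beforehand, except one line per accession in place of the symbol, which was added after the data had been seen. For Th1-treated against medium-treated astrocytes it gave 1638 DEGs, and the planned settings with a limit on the fold change gave 1158 to 2049, within 1.5 times the 1617 reported. With the experiment number as a block, 1217 were called. Without a limit on the fold change there were 3516 (1680 higher, 1836 lower), since smaller changes then count, and lower genes without 1 array numbered 402 to 592. Among 3339 values of 159 genes, 2984 kept direction and side of the limits, 311 lost the call and 30 gained it, and 14 turned sign. These came from 3 genes that were never called: *Gfap* (-0.16) gave 0.068 with the slide as a block and -0.46 to 0.15 without 1 array, *Mertk* (0.00) gave -0.10 without quantile normalization, -0.11 with the slide as a block and -0.18 to 0.18 without 1 array, and *Ccl6* (-0.11) gave -0.52 to 0.32 without 1 array. The log2 fold change also depended on background correction and floor: of the 159 genes, 33 moved by more than 1 after normexp background correction, 30 with a floor of 50 and 9 without a floor. By the choice of probe, 7 moved by more than 1 as the mean of all probes (*Serpina3f* 7.50, *Tgtp2* 7.99, *H2-Q10* 3.06, *Nlrc5* 3.54, *Fgf1* -1.78, *Epha5* 0.52 and *Sema6d* 0.54) and 5 in a test per probe (*Serpina3f* 8.77, *Tgtp2* 6.99, *Cxcl9* 10.44, *Nlrc5* 2.11 and *Ccl19* 2.44). Of 1008 list tests, 953 kept their call, 48 lost it and 7 gained it. With an estimated correlation 13 lists were higher and 1 was lower. Th17-treated against medium-treated astrocytes gave 0 DEGs in limma under every setting (867 genes at unadjusted p below 0.05), and with an estimated correlation 0 lists were higher and 0 lower.

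Th1-treated against Th17-treated astrocytes depended most on the arrays. Without 1 array, 317 to 947 genes were called (269 to 648 higher, 48 to 299 lower). With the experiment number as a block there were 413 (309 higher, 104 lower), with the slide as a block 483 (385 higher, 98 lower), at an adjusted p under 0.05 1350 (477 lower), and without a limit on the fold change 1748 (987 higher, 761 lower). The lower genes numbered 445 over genes above background and 391 with all 12 arrays in 1 fit. Lists called lower numbered 9 without quantile normalization and with the experiment number as a block, 8 with a floor of 50, as the mean of all probes and in a test per probe, and 6 to 8 without 1 array. With an estimated correlation 0 lists were higher and 0 lower. Apart from the settings that test fewer genes or more arrays or drop a limit, the cause was not tested. Signal over background limits what can be seen of dim genes: 59.9% to 67.5% of the probes were above background, and 114 of the 1617 DEGs have a lower bound only.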

Differences from the paper's values

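The alternatives named here were set before the data were examined. Counts of DEGs in astrocytes lie within 1.5 times those of the paper, at the paper's thresholds. Of 30 log2 fold changes in Table 1, all have the same sign here and 5 differ by more than the spread between arrays. *Gbp4*, listed by the paper as GBP6 with the Entrez number of *Gbp4*, has 10.56 here and 10.99735 in the paper, and the value falls within the spread without medium replicate 3 (10.65), without medium replicate 4 (10.73) and without Th1 replicate 4 (10.66), but under none of the other alternatives. *Gm4841* has 10.13 here (with 3 of 4 medium arrays at the floor) and 10.26361 in the paper, *Batf2* 9.38 here and 9.566627 in the paper, and *Tgtp2* 9.00 here and 9.476637 in the paper, and for these 3 no alternative closes the difference. *Serpina3f* has 6.23 here, while the paper lists 8.834784 for its Entrez number under the symbol Serpina3g. In its part on microglia, Table 1 prints the same astrocyte value for Serpina3g under another Entrez number. The printed value may therefore belong to that gene, whose value is not given here. In a test per probe, with the gene given by its probe with the smallest p, the value here is 8.77 and falls within the spread, and it does not under the other alternatives.

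The paper describes *Ccl19*, *Cxcl16* and *Cxcl1* as upregulated in astrocytes. Here the adjusted p was 0.169 for *Ccl19* (log2 fold change 0.71), 0.0114 for *Cxcl16* (2.56) and 0.0104 for *Cxcl1* (3.93), none of which passed at 0.01. For its comparison of the cell types the paper set a fold change to 1 where the corrected p was over 0.05, and *Cxcl16* and *Cxcl1* lie under that limit. *Ccl19* was called in a test per probe (adjusted p = 0.00476, with 0.00476 to 0.352 over all settings). *Cxcl16* was called with normexp background correction, without a floor, over genes above background only, with all 12 arrays in 1 fit, with an intensity trend and at an adjusted p under 0.05 (adjusted p 0.00155 to 0.05 over all settings). *Cxcl1* was called without a floor, over genes above background only, with an intensity trend, at an adjusted p under 0.05, and without Th1 replicate 1 or Th1 replicate 2 (adjusted p 0.0013 to 0.0451 over all settings). The other chemokines the paper names for astrocytes, *Cxcl9*, *Cxcl10*, *Ccl5*, *Ccl2*, *Cxcl12* and *Cx3cl1*, were called.

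Of the 11 genes of FGF signaling in the paper's Table 4, 10 were called and *Hgf* was not (log2 fold change 1.35, adjusted p = 0.0119). It was called without a floor (adjusted p = 0.0091), over genes above background only (0.00192), with the experiment number as a block (0.00335), with an intensity trend (0.00915) and at an adjusted p under 0.05, with 0.00192 to 0.0378 over all settings. Over the settings 4 to 11 of the 11 were called: 6 with the experiment number and 7 with the slide as a block, 4 as the mean of all probes, and 5, 6, 4, 5, 5 and 6 without Th1 replicate 1, 2 or 3 or medium replicate 2, 3 or 4. The paper's lists for axonal guidance (36 genes), ephrin receptor signaling (14) and BMP signaling (8) were called in full at the limits used, but fell to 20, 8 and 5 with the experiment number as a block and to 24, 9 and 7 with the slide as a block. Without 1 array they fell to 24 (Th1 replicate 2) for axonal guidance, to 9, 8 and 9 (Th1 replicate 2, Th1 replicate 3, medium replicate 1) for ephrin receptor signaling and to 5 (Th1 replicate 2, Th1 replicate 3 or medium replicate 3) for BMP signaling. Table 1 gives *Slco2b1* and *Gpr183* as lower in astrocytes, in its part on the top genes of microglia. For its comparison of the cell types the paper set a fold change to 1 where the corrected p was over 0.05. By that limit both were lower here too, and the difference lies at the limit of 0.01 alone. Here *Slco2b1* had -3.05 (adjusted p = 0.048, 0.00305 to 0.123 over all settings) and was called with the experiment number as a block and at an adjusted p under 0.05. *Gpr183* was at least 5.3-fold lower (adjusted p = 0.0202, 0.00329 to 0.387 over all settings) and was called without a floor (0.00685), over genes above background only and at an adjusted p under 0.05. With a floor of 50 the log2 fold change of *Gpr183* was -0.79. The 5 genes that Table 1 gives as not regulated in astrocytes were not called at the limits used, but *Cx3cr1*, 1 of them, had -2.26 and was called with the experiment number as a block (adjusted p = 0.00657, 0.00657 to 0.295 over all settings). The other 4 were not recomputed under the alternatives.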

Other observations

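The tests of explanations in this part were chosen after the results had been seen.

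No single gene passed between Th17-treated and medium-treated astrocytes when adjusted over all genes. In the 4 experiments all of the following were higher than in medium, with adjusted p = 1 for each (limma): *Lcn2* by 4.78 (standard error 0.53), *Steap4* by 4.35 (standard error 0.54), *Cxcl5* by 3.68 (standard error 0.73), *Zc3h12a* by 2.44 (standard error 0.34), *Nfkbiz* by 1.12 (standard error 0.22), *Iigp1* by 2.73 (standard error 0.97), *Gbp2* by 2.37 (standard error 0.64) and *Irf7* by 1.67 (standard error 0.77). When adjusted over the list alone, 3 of the 34 NF-kB and IL-17 target genes, *Lcn2*, *Steap4* and *Zc3h12a*, and 2 of the 13 pan-reactive genes, *Lcn2* and *Steap4*, were higher, while the 2 lists as a whole passed neither with an estimated correlation nor in fry's test of direction. Genes of MHC class I presentation (camera, adjusted p = 1.38e-21), cell death (4.29e-15) and chemokines (2.82e-09) passed camera as higher and proliferation (2.05e-13, median -0.31) as lower, none of them with an estimated correlation (adjusted p = 0.0845 for each of the 4) or in fry's test of direction (0.0993 to 0.103).

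Th1-derived effectors raised antigen presentation and the antiviral response beyond Th17-derived effectors. Higher with Th1-derived effectors were 9 of 12 genes of MHC class II presentation (9 when adjusted over the list alone), 15 of 18 of MHC class I presentation (17 when adjusted over the list alone), 19 of 41 type I interferon antiviral genes (37 when adjusted over the list alone), 7 of 23 interferon-inducible GTPases (20 when adjusted over the list alone) and 7 of 27 of cell death (14 when adjusted over the list alone; camera, adjusted p = 1.06e-11, 4.36e-17, 1.07e-29, 9.72e-18 and 3.35e-11). None of the 5 lists passed with an estimated correlation (adjusted p = 0.146 to 0.196). All 5 passed as higher in fry's test of direction (adjusted p = 0.000112 to 0.00132), which does not set a list against the other genes. *Cd74* was higher by 5.38 (adjusted p = 0.00187) but did not pass with the experiment number (0.0148) or the slide (0.0126) as a block. *Iigp1* and *Gbp2* differed by 5.44 and 3.52 and did not pass (adjusted p = 0.0154 and 0.0151), although they did after normexp background correction, over genes above background only and with all 12 arrays in 1 fit. *Lcn2* and *Steap4* were lower by an amount that did not pass (-1.09 and -1.54, adjusted p = 0.626 and 0.313).

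The fold changes of the 2 treatments against medium share the medium arrays. Their correlation was 0.699 (covariance 0.113), with 0 genes called in both by limma, where Th17-derived effectors had 867 genes at unadjusted p below 0.05. With the medium arrays split into 2 sets of 2 the correlation was 0.538 (covariance 0.0975), and for simulated unchanged groups sharing them 0.501 (covariance 0.0161). The simulated arrays were drawn independently, without the shared structure of the experiments. The sets of 2 leave the experiments unbalanced between treatment and medium.

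Interferon-response genes may have been raised in astrocytes themselves or in microglia among them. Over 80 interferon-response genes the Th1 arrays of experiments 3 and 4 differed from those of experiments 1 and 2 by 0.00946 in the median, and over 12 genes of MHC class II presentation by -0.0103, while the microglia markers differed by 1.45 and 0 genes of either set reached that. This argues against microglia as the main source of the rise of these sets as a whole. It does not settle the source for single genes. Genes with a very high signal on the Th1 arrays may have little room to differ, which was not tested. T cell RNA carried over with the supernatants is argued against as well, since 1 of 14 T cell markers, *Lck*, was at least 2-fold higher in all 4 experiments, and *Cd3d*, *Cd3g* and *Ifng* were above background on 0 Th1 arrays. *Il21*, a T cell cytokine outside this list, goes the other way: it was above background on no medium array and higher with Th1-derived effectors, though under 2-fold with a floor of 50 (log2 fold change 0.96). A direct response of astrocytes remains a hypothesis, found and tested on the same arrays.

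Lists of inflammatory and reactive astrocyte genes were read in Th1-treated astrocytes. Some of their members are interferon-response genes, such as *Gbp2*, *Iigp1* and *Psmb8* among the A1 genes and *Cxcl10* among the pan-reactive genes, and the lists were not tested without them. The NF-kB and IL-17 target genes had 15 higher and 0 lower of 34 (18 and 0 when adjusted over the list alone), with a median of 1.97 (camera, adjusted p = 3.58e-15, and 0.0416 with an estimated correlation). Complement had 5 higher and 1 lower of 22 (5 and 1 when adjusted over the list alone): *Cfb* (7.99), *C1s1* (5.30), *C2* (5.11), *C1ra* (3.66) and *Serping1* (3.42) higher and *Cd55* (-1.04) lower (camera, adjusted p = 0.0119, and 0.188 with an estimated correlation, 0.0768 with the experiment number and 0.0909 with the slide as a block). The A1 astrocyte genes had 7 higher and 0 lower of 11 (7 and 1 when adjusted over the list alone), with a median of 2.81 (camera, adjusted p = 3.38e-07, and 0.031 with an estimated correlation), the A2 genes 2 higher and 0 lower of 12 (2 and 0 when adjusted over the list alone), *Ptx3* (3.48) and *Ptgs2* (camera, adjusted p = 0.841), and the pan-reactive genes 2 higher and 2 lower of 13 (5 and 2 when adjusted over the list alone), *Cxcl10* and *Cd44* (1.48) higher and *Aspg* (-2.37) and *Hspb1* (-1.48) lower (camera, adjusted p = 0.00345, and 0.324 with an estimated correlation). *Gfap* did not pass (-0.16, adjusted p = 1; 0.064 to 0.15 without medium replicate 2, Th1 replicate 3 or Th1 replicate 4). *Ptx3* and *Cd44* did not pass with the experiment number as a block (adjusted p = 0.0111 to 0.0237), *Cd44* with the slide as a block, *Cd44* as the mean of all probes of the gene and *Cd55* after normexp background correction. *Cd55* lost the call without any 1 array other than medium replicate 1 (log2 fold change -1.12 to -0.93), and *Cd44* without any 1 array other than medium replicate 4 (adjusted p = 0.0182 to 0.0218).

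Astrocyte markers and collagens tended lower with Th1-derived effectors. Astrocyte markers had 0 higher and 4 lower of 20 (0 and 6 when adjusted over the list alone), *Gjb6* (-1.76, above background on 1 of 4 Th1 arrays), *Glul* (-1.14), *Fgfr3* and *Gja1* (-1.01), all lower (camera, adjusted p = 2.34e-05, and 0.324 with an estimated correlation). Collagens had 0 higher and 9 lower of 41 (0 and 10 when adjusted over the list alone), among them *Col2a1* (-2.68), *Col26a1* (-2.18) and *Col11a1* (-1.87), and a median of -0.41 (camera, adjusted p = 6.56e-05, and 0.0404 with an estimated correlation). Proliferation had 0 of 24 called by limma, 1 when adjusted over the list alone and 15 at unadjusted p below 0.05, with a median of -0.62 (camera, adjusted p = 5.66e-05, and 0.23 with an estimated correlation). The stress response had 2 higher and 1 lower of 16 (4 and 2 when adjusted over the list alone), *Trib3* (1.68) and *Atf3* (1.61) higher and *Egr1* (adjusted p = 0.000754) lower (camera, adjusted p = 0.48), and housekeeping genes had 0 of 12 called by limma, 0 when adjusted over the list alone and 6 at unadjusted p below 0.05 (camera, adjusted p = 0.511). *Gjb6*, *Glul*, *Gja1*, *Trib3*, *Atf3* and *Egr1* did not pass with the experiment number as a block (adjusted p = 0.0105 to 0.0184), *Gjb6*, *Gja1*, *Col26a1* and *Egr1* with the slide as a block, *Gja1* and *Egr1* without quantile normalization, *Gjb6* with a floor of 50, *Egr1* with the median of the features of a probe and *Gjb6*, *Gja1* and *Egr1* after normexp background correction. *Gjb6* lost the call without any 1 array other than medium replicate 1, medium replicate 2 and medium replicate 4 (adjusted p = 0.0102 to 0.0115), *Gja1* without any 1 array other than Th1 replicate 3, medium replicate 4 and Th1 replicate 4 (log2 fold change up to -0.97), *Col26a1* without Th1 replicate 1 or medium replicate 4 (adjusted p = 0.0101 to 0.0109), *Atf3* without any 1 array other than medium replicate 1, medium replicate 4 and Th1 replicate 4 (adjusted p = 0.0153 to 0.0216), and *Egr1* without Th1 replicate 1, Th1 replicate 2, medium replicate 2 or medium replicate 4 (log2 fold change up to -0.95).

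Markers of other cells were read in the same comparison. Microglia markers had 0 of 22 called by limma, 0 when adjusted over the list alone and 8 at unadjusted p below 0.05 (camera, adjusted p = 0.0486, and 0.704 with an estimated correlation; 0.0125 with the experiment number and 0.00362 with the slide as a block), with *Gpr34* (-3.86, adjusted p = 0.0146), *Trem2* (-2.36, 0.0226), *Fcrls* (-1.80, 0.0473) and *Cx3cr1* (-2.26, 0.136) not past the limits, although these 4 were called with the experiment number as a block (adjusted p = 0.00393 to 0.00872) and *Gpr34* and *Trem2* after normexp background correction and over genes above background only. The list did not pass without Th1 replicate 1 (0.221), Th1 replicate 2 (0.161), medium replicate 3 (0.261) or medium replicate 4 (0.174). Fibroblast and pericyte markers had 0 of 12 called by limma, 0 when adjusted over the list alone and 6 at unadjusted p below 0.05 (camera, adjusted p = 0.0486, and 0.534 with an estimated correlation; 0.00875 with the experiment number and 0.0564 with the slide as a block), and did not pass without medium replicate 1 (0.152), medium replicate 2 (0.0766), Th1 replicate 3 (0.096) or Th1 replicate 4 (0.141). Oligodendrocyte markers had 0 of 15 called by limma, 0 when adjusted over the list alone and 3 at unadjusted p below 0.05 (camera, adjusted p = 0.117), a list that passed as lower with the experiment number as a block (0.0213), as the mean of all probes (0.0463) and without medium replicate 3 (0.0305), but not with the slide as a block (0.241), and endothelial markers 0 of 10 called by limma, 0 when adjusted over the list alone and 2 at unadjusted p below 0.05 (camera, adjusted p = 0.612). Neuron markers had 2 higher and 1 lower of 14 (2 and 1 when adjusted over the list alone), *Tubb3* (3.21) and *Elavl4* (1.40) higher and *Snap25* (-1.85) lower (camera, adjusted p = 0.691), and T cell markers 1 higher and 2 lower of 14 (1 and 2 when adjusted over the list alone), *Lck* (2.32) higher and *Cd28* (-1.77) and *Cd5* (-1.32) lower (camera, adjusted p = 0.394). *Tubb3*, *Elavl4*, *Snap25* and *Cd5* did not pass with the experiment number as a block (adjusted p = 0.0106 to 0.0226), *Elavl4*, *Snap25* and *Cd28* with the slide as a block, *Cd5* with a floor of 50, *Elavl4* as the mean of all probes of the gene and *Elavl4* and *Cd5* after normexp background correction. *Elavl4* lost the call without any 1 array other than medium replicate 1, medium replicate 2 and medium replicate 4 (adjusted p = 0.0102 to 0.014), *Snap25* without any 1 array other than medium replicate 1 (adjusted p = 0.011 to 0.0233), *Cd28* without any 1 array other than medium replicate 3 (adjusted p = 0.0111 to 0.0188), and *Cd5* without any 1 array other than medium replicate 1 and medium replicate 3 (adjusted p = 0.0161 to 0.0222).

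Pathways that the paper describes for microglia were read in astrocytes, without a comparison of the 2 cell types. Cholesterol biosynthesis had 3 higher and 0 lower of 24 (3 and 0 when adjusted over the list alone), *Fdps* (1.06), *Nsdhl* (1.06) and *Lss* (1.03), and a median of 0.38 (camera, adjusted p = 6.56e-05, and 0.294 with an estimated correlation). The paper's microglia genes of this pathway had 2 higher and 0 lower of 9 (2 and 0 when adjusted over the list alone), *Fdps* and *Nsdhl* (camera, adjusted p = 0.0236, and 0.397 with an estimated correlation), and did not pass without Th1 replicate 2 (0.0713) or medium replicate 4 (0.0636). Phagocytic receptors had 1 higher and 2 lower of 20 (1 and 2 when adjusted over the list alone), *Fcgr4* (5.68) higher and *Megf10* (-1.61) and *Itgb5* (-1.30) lower (camera, adjusted p = 0.953). The paper's phagosome genes had 1 higher and 0 lower of 20 (1 and 0 when adjusted over the list alone), again *Fcgr4* (camera, adjusted p = 0.721), and its cAMP genes 0 of 28 called by limma, 0 when adjusted over the list alone and 9 at unadjusted p below 0.05 (camera, adjusted p = 0.491). *Fdps*, *Nsdhl* and *Lss* did not pass with the experiment number as a block (adjusted p = 0.014 to 0.023), *Fdps* and *Lss* with the slide as a block, *Lss* without quantile normalization and *Lss* after normexp background correction. *Fdps* lost the call without medium replicate 3 (log2 fold change 0.98), and *Lss* without any 1 array other than Th1 replicate 4 (adjusted p = 0.0137 to 0.0228).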
